# The Action Mechanism of the Myc Inhibitor Termed Omomyc May Give Clues on How to Target Myc for Cancer Therapy

**DOI:** 10.1371/journal.pone.0022284

**Published:** 2011-07-21

**Authors:** Mauro Savino, Daniela Annibali, Nicoletta Carucci, Emilia Favuzzi, Michael D. Cole, Gerard I. Evan, Laura Soucek, Sergio Nasi

## Abstract

Recent evidence points to Myc – a multifaceted bHLHZip transcription factor deregulated in the majority of human cancers – as a priority target for therapy. How to target Myc is less clear, given its involvement in a variety of key functions in healthy cells. Here we report on the action mechanism of the Myc interfering molecule termed Omomyc, which demonstrated astounding therapeutic efficacy in transgenic mouse cancer models *in vivo*. Omomyc action is different from the one that can be obtained by gene knockout or RNA interference, approaches designed to block all functions of a gene product. This molecule – instead – appears to cause an edge-specific perturbation that destroys some protein interactions of the Myc node and keeps others intact, with the result of reshaping the Myc transcriptome. Omomyc selectively targets Myc protein interactions: it binds c- and N-Myc, Max and Miz-1, but does not bind Mad or select HLH proteins. Specifically, it prevents Myc binding to promoter E-boxes and transactivation of target genes while retaining Miz-1 dependent binding to promoters and transrepression. This is accompanied by broad epigenetic changes such as decreased acetylation and increased methylation at H3 lysine 9. In the presence of Omomyc, the Myc interactome is channeled to repression and its activity appears to switch from a pro-oncogenic to a tumor suppressive one. Given the extraordinary therapeutic impact of Omomyc in animal models, these data suggest that successfully targeting Myc for cancer therapy might require a similar twofold action, in order to prevent Myc/Max binding to E-boxes and, at the same time, keep repressing genes that would be repressed by Myc.

## Introduction

Myc transcriptional regulators – c-, N- and L-Myc – are basic, helix-loop-helix, leucine zipper (bHLHZip) proteins that bind to an array of genomic sites to either induce or repress transcription of genes important for cell growth, metabolism and differentiation [1]–[4]. These factors – especially c-Myc and N-Myc – are deregulated in the majority of human cancers. This is usually not due to *Myc* gene mutation but results from upstream mutations affecting other oncogenes or tumor suppressors. Myc activity thus appears to be required for development and maintenance of the majority of tumors, even when initiated by other causes. In tumors induced by Myc upregulation in transgenic mice, even brief Myc de-activation triggers tumor regression accompanied by growth arrest, differentiation, and collapse of the tumor vascular system [5]. Myc operates within a highly interconnected interactome network and a possible strategy for targeting Myc oncogenic function is dominant interference of Myc protein interactions. In this respect, Myc oligomerization domain – the bHLHZip region – proved to be capable of dominantly inhibiting Myc transforming ability in rat embryo fibroblast cells [6], [7]. This domain mediates the direct interaction with Max and sequence specific binding to specific consensus sequences – the E boxes – in promoters of activated target genes. The bHLHZip domain is also involved in the interaction with other partners – such as Miz-1 – that mediate transcriptional repression by Myc [4], [8]. To interfere with Myc protein-protein interactions, we developed a dominant negative molecule by introducing four selected mutations in the bHLHZip region of human c-Myc. The resulting 90 amino acid miniprotein – termed Omomyc for its capacity to form homodimers – is able to inhibit c-Myc/Max association, to affect transcriptional activation by c-Myc, and to enhance c-Myc dependent apoptosis in tissue culture cells [9], [10]. It was shown to prevent c-Myc induced papillomatosis *in vivo* without affecting tissue homeostasis [11] suggesting a capacity of targeting tumor cells without damaging the normal tissue.

Despite its pervasive role in human cancer, Myc met with considerable skepticism as a therapeutic target since its requirement for proliferation and maintenance of adult stem cell compartments raised concern about the toxicity of Myc inhibition for healthy tissues [12], [13]. In part thanks to work on Omomyc the potential of Myc as a therapeutic target is now established. Many doubts about selectivity for tumors have been dispelled by studies showing that transiently inhibiting Myc in skin, intestinal epithelium and other tissues does not dramatically alter tissue homeostasis [11], [14], [15]. The efficacy and safety of Myc targeting *à la Omomyc* has been conclusively demonstrated by reversible expression of Omomyc in transgenic models [16], [17]. Systemic expression of Omomyc attenuated proliferation in rapidly dividing tissues, but this was well-tolerated; tissue homeostasis was maintained, no apoptosis was observed in the normal tissues and all side effects were readily reversed following Omomyc removal. In Ras-driven lung tumors, the impact of Omomyc was impressive. Mice continuously expressing Omomyc failed to develop lung adenocarcinoma. In mice that had previously developed advanced cancer, induction of Omomyc triggered tumor regression which was accompanied by reduced proliferation and increased apoptosis of the tumor tissue [16]. An analogous anticancer impact was found in a simian virus 40 (SV40)-driven pancreatic islet tumor model [17], in breast cancer (G. Evan, personal communication) and glioma (in preparation). So, manipulating Myc function similarly to Omomyc might have the potential of an effective anticancer strategy for various tumor types.

In view of the striking properties of this molecule, it is extremely relevant to elucidate its mechanism of action. Omomyc biological effects are simply the results of *tout court* Myc function ablation, as it would occur with Myc gene or mRNA knockouts? Clearly, to explain the remarkable properties of Omomyc it is important to understand whether they result from selective targeting of the Myc interactome and how they impact on the Myc activated and repressed targets. These issues are addressed in the present work.

Our data indicate that Omomyc does not cause a global inhibition of Myc function but acts as an edge-specific perturbation of the Myc interactome, channeling its activity towards transrepression. This may be key to its success as an anticancer agent.

## Results

### Omomyc selectively targets the Myc interactome

Direct physical interaction with the bHLHZip protein Max is crucial to Myc function: the Myc/Max complex binds DNA – recognizing E-boxes – and works as a transcriptional activator [18]. Omomyc is able to homodimerize, to form heterodimers with c-Myc and Max proteins, and to interfere with c-Myc/Max complex formation and binding to E-boxes in vitro [9], [10]. To better address Omomyc selectivity we investigated its capacity to bind N-Myc – which shares substantial functional redundancy with c-Myc and has important roles in tumor formation in the nervous system –, Mad – a strictly related bHLHZip factor that dimerizes with Max, binds E-boxes and acts as transcriptional repressor [4] –, Heb and Id1 – two HLH proteins representative of a large family of transcriptional regulators implicated in developmental processes [19]. To assess the capacity to bind N-Myc we performed immunoprecipitations on 293T cells ectopically expressing Omomyc fused to the oestrogen receptor ER™ – Omomer [10] – together with FLAG tagged c- or N-Myc. We found that Omomyc bound to N-Myc similarly to c-Myc (Figure 1A), in agreement with the virtual identity of the bHLHZip domain amino acid sequences of Myc family proteins. To assess binding to Max, Mad and the two HLH proteins Heb (an E protein) and Id1 we performed pull-down assays with GST-linked Max, Mad, Heb and Id1 on extracts of 293T cells ectopically expressing FLAG-tagged Omomyc. Whereas binding to Max was strong as previously reported [9], Omomyc binding to Mad was barely visible and binding to Heb and Id1 was undetectable (Figure 1B). The faint signal in the GST-Mad pull-down is likely due to the very high levels of FLAG-Omomyc expression in the transfected cells and not reflective of physiological interaction between the two proteins. In summary, we found that Omomyc binding specificity for Max and Mad proteins was the same as Myc. Similarly to Myc, Omomyc does not appear to interact with HLH proteins and therefore does not act by disrupting HLH protein networks crucial for differentiation control [20]–[22]. We then asked wether Omomyc interacted with Hypoxia-inducible factor 1-alpha (Hif-1α), a protein that functions as a master transcriptional regulator of the adaptive response to hypoxia, plays an essential role in tumor angiogenesis and shows a considerable interplay with Myc in the regulation of multiple glycolytic genes [23]–[25]. Hif-1α contains a bHLH domain and antagonizes Myc by binding to Max [24]. To investigate Omomyc binding to Hif-1α we performed immunoprecipitations on 293T cells ectopically expressing FLAG tagged Omomyc together with Hif-1α. We found (Fig. 1C) that Omomyc does not bind Hif-1α, while Max does as reported. Altogether, these experiments clearly indicate that Omomyc is Myc-Max-Mad network specific and – within this network – selectively affects Myc/Max dimerization, required for Myc binding to E-boxes and transactivation of a large number of genes.

**Figure 1:**
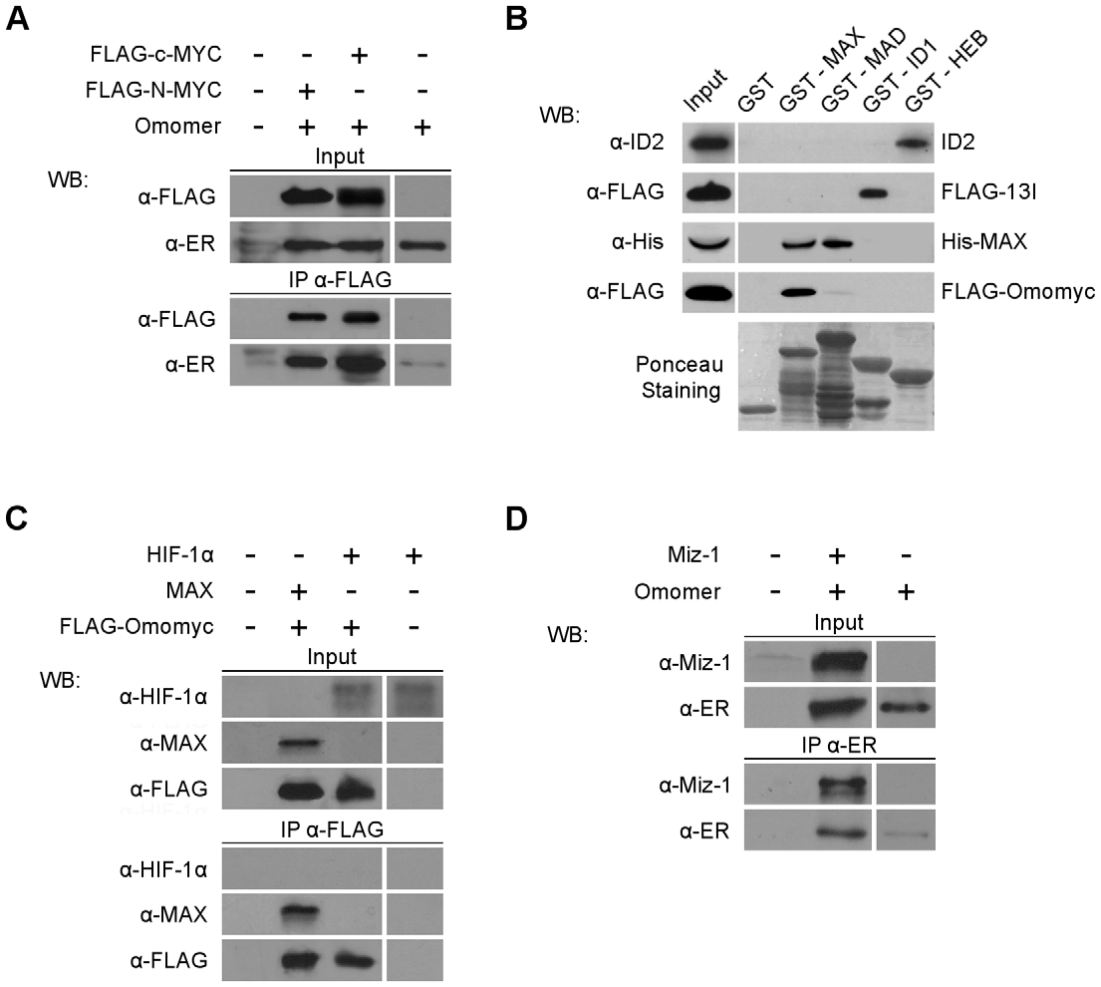
Omomyc binding specificity. A) **Omomyc binds c-Myc and N-Myc.** Immunoblotting (WB) with FLAG and ER antibodies – as indicated – of immunoprecipitations performed with FLAG antibodies on 293T cells transfected with FLAG-c-Myc or FLAG-N-Myc expressing vectors together with the Omomer expressing vector. B) **Omomyc binds Max but not Mad and two representative HLH proteins.** Immunoblotting (WB) with FLAG antibodies of GST pull-down assays performed with GST, GST-MAX, GST-MAD, GST-ID1 and GST-HEB (10 ìg each) on 293T cells transfected with the FLAG-Omomyc expressing vector. 293T cells transfected with ID2 or FLAG-13I [65] expressing vectors were used as positive control for GST-HEB and GST-ID1, respectively. Extracts from bacteria expressing His-MAX were used as positive controls for GST-MAX and GST-MAD. C) **Omomyc does not bind Hif-1α.** Immunoblotting (WB) with Hif-1α, Max and FLAG antibodies – as indicated – of immunoprecipitations performed with FLAG antibodies on 293T cells transfected with Hif-1α, Max and FLAG-Omomyc expressing vectors. D) **Omomyc binds Miz-1.** Immunoblotting (WB) with Miz-1 and ER antibodies – as indicated – of immunoprecipitations performed with Miz-1 antibodies on 293T cells cotransfected with Miz-1 and Omomer expressing vectors.

A key aspect of Myc function is transrepression of numerous genes involved in growth control, differentiation and tumor suppression [4]. This activity does not appear to implicate direct Myc binding to E-boxes. Myc is recruited to promoters of repressed genes only indirectly, upon interaction with proteins that directly bind to such promoters. The best known of them is Miz-1, a zinc finger protein involved in Myc dependent repression of cell cycle inhibitors – p15-INK4b (Cyclin-dependent kinase 4 inhibitor B) and p21(CDKN1: cyclin-dependent kinase inhibitor 1) – and in Myc dependent apoptosis in response to growth factor withdrawal [26]–[29]. Presumably in complex with Max, Myc contacts Miz-1 N-terminal region through the amino acid sites D394 and S405 [28] that are located in the HLH region. As these sites are not mutated in Omomyc, we hypothesized that Omomyc retained the capability to bind Miz-1. We tested this possibility via immunoprecipitation on 293T cells ectopically expressing Omomer and Miz-1. Figure 1D demonstrates that Omomyc directly interacts with Miz-1. Endogenous Miz-1 was reported to accumulate in the cytoplasm of cells, with a minor fraction in the nucleus; Myc overexpression triggers nuclear translocation of Miz-1 and sequestration in discrete subnuclear foci [30]. To investigate the interaction and intracellular localization of Omomyc, Omomyc/Miz-1 and Omomyc/c-Myc complexes, we transfected 293T cells with FLAG tagged Omomyc or c-Myc expressing plasmids together with plasmids expressing untagged Miz-1 and c-Myc, and detected protein localization by immunofluorescence with anti FLAG, c-Myc, and Miz-1 antibodies (Figure 2). In cells transfected with single expression plasmids, Miz-1 was mostly (about 90%) localized in the cytoplasm as previously reported [30], Myc was present exclusively in the nucleus as expected, and Omomyc was largely in the nucleus (about 85%) with a minor part in the cytoplasm (Figure 2). Omomyc lacks the nuclear localization signal of Myc proteins: it may enter the nucleus due to its small size or upon dimerization with endogenous Myc or Max. When co-transfected, most Myc proteins co-localized with Omomyc in the nucleus; a fraction of Omomyc remained in the cytoplasm - not associated to Myc - likely due to a higher level of expression. Ectopic Myc expression triggered nuclear translocation of Miz-1 (about 40%) and formation of discrete subnuclear foci, as previously reported [30]. Miz-1 was partly relocated in the nucleus in the presence of an overexpressed Omomyc as well (about 35%). Endogenous Miz-1 – which is present in low amounts within cells [30] – will presumably be mostly in the nucleus in the presence of an overexpressed Myc or Omomyc.

**Figure 2:**
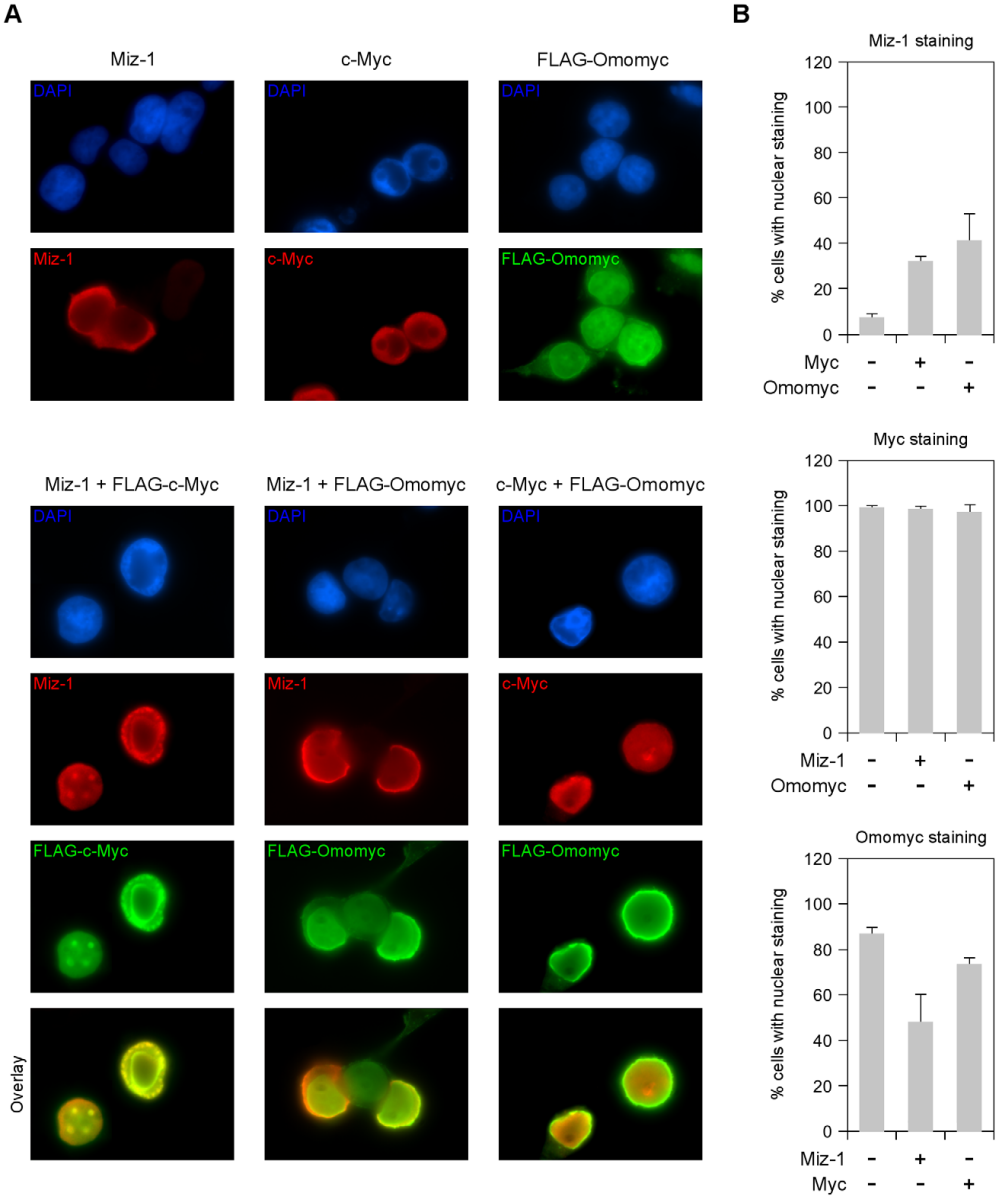
Omomyc intracellular co-localization with Miz-1 and c-Myc. A) Immunofluorescence photomicrographs of 293T cells transfected with Miz-1, c-Myc, FLAG-c-Myc and FLAG-Omomyc expressing plasmids - as indicated above panels - and stained with antibodies against FLAG (green), Miz-1 (red) and c-Myc (red) as indicated inside panels. Nuclei of the same fields were stained in blue with DAPI (4,6-diamidino-2-phenylindole). B) Quantitation of the experiments shown in A), based on the examination of 15 microscopy field and at least three biological replicates.

Altogether, these findings show that perturbation of the Myc interactome by Omomyc results not only from the inhibition of Myc binding to Max – which is required for E-box binding and transactivation – but also from the interaction of Omomyc with Miz-1, a Myc binding partner involved in transrepression.

### Omomyc affects the transcriptional response of fibroblasts to serum stimulation

Myc proteins are able to bind to 10–20% of genomic loci and to modulate expression of hundreds to thousands of genes. Omomyc was shown to impair transactivation of the Myc activated target gene *cad* in Rat1 fibroblasts and not to affect downregulation of the Myc repressed target *gadd45* [10]. To get an insight into widespread gene expression changes influenced by Omomyc, we analyzed the transcriptional response to serum stimulation of Rat1 fibroblasts stably infected with an Omomer producing or an empty retrovirus (Rat1-Omomer and Rat1-control cells, respectively, as described in [10]). c-Myc is known to be downregulated by serum starvation and sharply induced by serum addition – together with a number of other immediate early genes – reaching a peak after 1 to 2 h; c-Myc induction has a role in cell cycle re-entry [31]–[33]. Apart from cell proliferation, the serum response of fibroblasts integrates other processes – e. g. wound healing [34] – and serum regulated genes include genes that are regulated by Myc as well as genes that are not. 

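Rat1 cells, an immortalized line of rat fibroblasts, carried either the empty retrovirus or the retrovirus for Omomer, a form of Omomyc fused to the ligand-binding part of the estrogen receptor, which 4-OHT switches on. One array was hybridized for each of 4 conditions: Rat1-control and Rat1-Omomer cells at 0 min and at 90 min after 0.1% serum had been replaced by 10% serum, following 48 h of starvation. There are no replicates, so that no difference between conditions can be set against the spread between cultures and no p was computed. The methods give 4-OHT at 500 nM from 4 h before serum addition, whereas the sample labels give 4-OHT for the 48 h of starvation. For the Rat1-Omomer 0 min and the Rat1-control 90 min samples, 1 label field names the other cell line; the titles, which name 1 sample for each condition, were used. The values are MAS 4 average differences, the mean brightness of perfect match over mismatch probes, on a linear scale, scaled by the authors to nearly the same mean on every array. Between 24.8% and 27.7% of the 8799 values of an array were below 0. The median value was 660.0 for Rat1-control and 668 for Rat1-Omomer at 0 min, and 599 for Rat1-control and 497 for Rat1-Omomer at 90 min. Values under a floor of 1048, 2 times the robust SD of the noise estimated from the values below 0, were set to the floor, and a fold against a value at the floor is a lower bound. Of the 8740 probe sets other than control probe sets, 3738 lay above the floor for Rat1-control at 0 min, 3714 for Rat1-Omomer at 0 min, 3495 for Rat1-control at 90 min and 3365 for Rat1-Omomer at 90 min. Pearson's r of log2 values with the Rat1-control 0 min array, across the 2600 probe sets above the floor on all 4 arrays, was 0.964 for Rat1-Omomer at 0 min, 0.911 for Rat1-control at 90 min and 0.787 for Rat1-Omomer at 90 min; probe sets are not independent replicates. For 302 genes with 2 such probe sets, the correlation between the log2 folds of both was 0.81 for Rat1-control at 90 min, 0.53 for Rat1-Omomer at 0 min and 0.47 for Rat1-Omomer at 90 min, and the SD within a gene was 0.29, 0.28 and 0.72.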

Cells were serum-starved before serum stimulation and mRNA expression was analyzed at the time of serum re-addition (time 0) and 90′ thereafter – a time point at which Myc induction is maximal – so that induction of a direct Myc target should closely follow the expression of Myc. mRNA expression was analyzed via an oligonucleotide array containing probes for approximately 7,000 full-length sequences and 1,000 EST (expressed sequence tags) clusters. Data are accessible in the GEO database with the following accession number: GSE25039. Relative mRNA expression values (Fold Changes) were computed by taking as reference Rat1-control cells at time 0; only genes showing a Fold Change of at least +3 (upregulated genes) or −3 (downregulated genes) were taken into account. At the time of serum stimulation, Omomer expressing and control Rat1 cells displayed a virtually identical gene expression profile (Figure 3, top). 

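At 0 min, immediate early genes were among the genes with the lowest values in Rat1-Omomer relative to Rat1-control cells. Fos, a subunit of the AP-1 transcription factor, was 3.03-fold lower in Rat1-Omomer cells by its brightest probe set, and 7.85-fold and 3.21-fold lower by 2 others. Ccl2, a serum-induced chemokine, was 4.54-fold lower, and Hsd11b1, a steroid dehydrogenase, 4.08-fold lower. Of 60 probe sets of immediate early and serum response genes, a list fixed beforehand, 8 were at least 3-fold lower and none was at least 3-fold higher. The median log2 ratio of the 60, -0.54, lay below those of all 10000 random lists of the same size and signal level. The 8 measure only Fos, Ccl2, Dusp1 and Jun, and the 60 cover 33 genes, so that the probe sets are not independent. Higher in Rat1-Omomer cells were Psat1, an enzyme of serine synthesis, by 3.59-fold, and Cyb5a, encoding cytochrome b5, by 5.36-fold by its brightest probe set and 1.53-fold by another. The mitochondrial chaperone Hspa9 was 1.33-fold and 3.04-fold higher by 2 probe sets. In all, 10 probe sets were at least 3-fold higher and 20 at least 3-fold lower. The SD of the log2 ratios across the 2600 probe sets above the floor on all arrays was 0.39, which includes both noise and any difference between the cell lines. With a floor of 524, the counts were 25 higher and 55 lower.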

At 90 min of serum induction 111 sequences were upregulated and 96 downregulated in Rat1-control cells. 

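Genes of the actin cytoskeleton had the highest folds of the gene groups in Rat1-control cells at 90 min. Tagln, an actin-binding protein of smooth muscle, was at least 47.1-fold higher than at 0 min by its brightest probe set and 22.4-fold higher by the other. Acta2, smooth muscle actin, was 4.49-fold higher by its brightest probe set and 15.4-fold and 2.77-fold higher by 2 others. Of 29 probe sets of actin cytoskeleton genes, 13 were at least 3-fold higher and none was at least 3-fold lower; the median log2 fold of 1.54 lay above those of all random lists. Other genes with high folds were Id3, an inhibitor of bHLH proteins, at 6.57-fold, Pmepa1 at 10.1-fold, Flnc at 6.63-fold, Cd44 at 8.63-fold, the glucose transporter Slc2a1 at 7.25-fold, and the MAP kinase phosphatase Dusp5 at 6.10-fold. Myc itself went from 1172 to 4980, 4.25-fold higher. Lower at 90 min was Gadd45a, a growth arrest gene, by 9.52-fold, with its other probe sets between 3.61-fold and 16.5-fold lower. The interferon-regulated Irf1 was 8.08-fold lower, Pnrc1 7.02-fold, Gstt2 5.74-fold, Jun 4.10-fold, Fzd1 4.05-fold and Fzd2 3.97-fold. The fold of Pnrc1 is uncertain, since its value, 1056, lies under the floor of 1090 from the noise of this array alone. The bounds for Fos and Txnip below hold at the floor of 1048 and would be smaller at 1090. Fos was 3.10-fold lower by its brightest probe set, and 7.85-fold and at least 8.30-fold lower by 2 others. Of 19 probe sets of quiescence and growth arrest genes, 7 were at least 3-fold lower and none at least 3-fold higher, and the median lay below those of all random lists. Txnip, encoding a thioredoxin-binding protein, was at least 9.62-fold lower. Immediate early and serum response genes went both ways, with 16 of 71 probe sets at least 3-fold higher and 8 at least 3-fold lower. Cell cycle genes had a median of -0.53, at the 0.01 percentile of random lists, with 1 of 32 probe sets at least 3-fold lower. Altogether 77 probe sets were at least 3-fold higher and 72 at least 3-fold lower, with 113 and 156 at a floor of 524, and 49 and 32 at a floor of 2096.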

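In Rat1-Omomer cells at 90 min, 118 probe sets were at least 3-fold higher and 420 at least 3-fold lower than in Rat1-control cells at 0 min. Serum response genes were among those with high folds: Id3 at 7.29-fold, the cyclooxygenase Ptgs2 at 4.02-fold by its brighter probe set and 12.8-fold by the other, Pvr at 10.1-fold, Dusp5 at 8.91-fold, Ifrd1 at 8.71-fold, the EGF receptor inhibitor Errfi1 at 7.68-fold and Pmepa1 at 7.64-fold. Cyb5a, already higher at 0 min, was 8.17-fold higher by its brightest probe set and 1.85-fold higher by another. Among the lowest were the transcription factor Maf, 14.8-fold lower, C1r, 11.7-fold lower, Atp6v1d, 11.7-fold lower, Sem1, 11.8-fold lower, and the Wnt receptor Fzd2, 11.2-fold lower. The noise of this array alone would set its floor at 1228, above the values of Fzd2 (1058) and Atp6v1d (1091), so that folds against such values are uncertain. The same holds below for Smarcb1 (1102), Ldhb, Akt1 (1177), Hnrnpc (1140), 1 probe set of Nras (1133) and the Table S1 probe sets of Jun (1221) and Ccnb1 (1150). Bounds given below against values of this array hold at the floor of 1048 and would be smaller at 1228. Genes of chromatin proteins were lower as a group: 6 of 22 probe sets were at least 3-fold lower and 1 at least 3-fold higher, with a median log2 fold of -0.53 at the 0.66 percentile of random lists. Among them Hmga1, an architectural protein of chromatin, was 3.94-fold lower, and Smarcb1, a subunit of the SWI/SNF complex, 4.99-fold lower. Hmga1 was 1.88-fold lower already at 0 min. Against the 0 min array of the same cells, 3 of 21 probe sets of chromatin proteins were at least 3-fold lower, with a median of -0.29 at the 6.92 percentile, or -0.60 at the 0.01 percentile outside the 5 EST series. The lower probe sets were unevenly spread over the array. Of the 420, 278 belonged to the 1744 probe sets made from expressed sequence tags whose IDs start with rc_AA79, rc_AA80, rc_AA85, rc_AA87 or rc_AA89, a grouping made after the data were examined and called the 5 EST series here. The other 6996 probe sets gave 110 higher and 142 lower, against 65 higher and 53 lower in Rat1-control cells at 90 min. Outside the series, the folds of 2 probe sets of 1 gene correlated at 0.53 across 255 genes in Rat1-Omomer cells at 90 min and at 0.55 at 0 min, with an SD within a gene of 0.61 and 0.28. Maf, C1r, Atp6v1d and Sem1 are measured by the 5 EST series; a second probe set of Maf outside them was 1.14-fold lower. In the direct comparison of Rat1-Omomer with Rat1-control cells at 90 min, 90 probe sets were at least 3-fold higher and 347 at least 3-fold lower, of which 81 and 104 lay outside the 5 EST series. The number of lower probe sets depended on the floor. Against Rat1-control cells at 0 min it was 691 at a floor of 524 and 203 at a floor of 2096. In the direct comparison at 90 min it was 560 and 183.

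**Figure D1:**
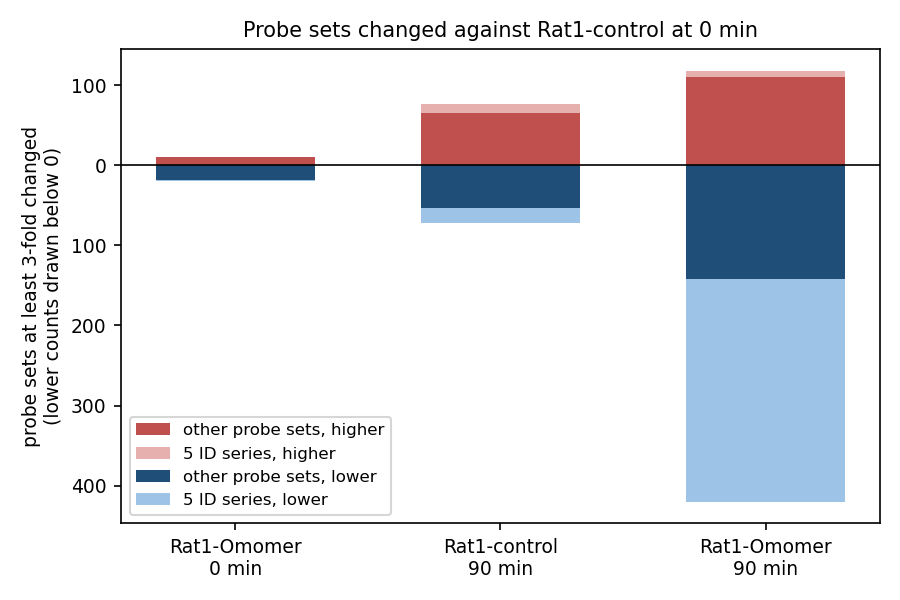
Numbers of probe sets at least 3-fold higher (red, above 0) and at least 3-fold lower (blue, below 0) than in Rat1-control cells at 0 min, for the 3 other arrays (1 array per condition). Light parts are probe sets of the 5 EST series (named 5 ID series in the key) and dark parts are all others; the light blue part is 278 of 420 for Rat1-Omomer at 90 min and 19 of 72 for Rat1-control at 90 min.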

Strikingly, a pronounced downregulation was found in Rat1-Omomer cells: as many of 516 gene sequences were downregulated and 143 upregulated (Table S1). Overall, the total number of sequences whose expression was up or downregulated in the presence of Omomyc after 90 min of serum stimulation amounted to 8.2% of the probes on the array. 

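The 538 probe sets that differed at least 3-fold in Rat1-Omomer cells at 90 min are 6.16% of the 8740 probe sets. This share rests on ratios of floored values, whereas the paper's rests on MAS 4 Fold Changes. With the difference form of the MAS 4 fold it was 8.90%. By ratios of floored values, the share was 1.70% in Rat1-control cells at 90 min and 0.34% in Rat1-Omomer cells at 0 min. Within the 5 EST series the share for Rat1-Omomer cells at 90 min was 16.4%, and among all other probe sets it was 3.60%. Part of the response was common to both cell lines when each was set against its own 0 min array, so that the comparisons share no array: 30 probe sets were at least 3-fold higher in both, with 2.20 expected for independent lists of 72 and 115 among 3766 probe sets, and 20 were at least 3-fold lower in both, with 7.72 expected. Outside the 5 EST series, 28 were at least 3-fold higher in both, with 2.35 expected, and 8 were lower in both, with 2.19 expected. Against their own 0 min array, Id3 was 18.1-fold and Dusp5 14.8-fold higher in Rat1-Omomer cells at 90 min, and Txnip was 6.10-fold lower. Of immediate early and serum response genes, 25 of 68 probe sets were at least 3-fold higher and 4 at least 3-fold lower, with a median log2 fold of 1.02, above those of all random lists. Actin cytoskeleton genes were higher as well, with 7 of 28 probe sets at least 3-fold higher in Rat1-Omomer cells at 90 min than in the same cells at 0 min and 1 at least 3-fold lower. With a floor of 524, 10.1% of all probe sets differed at least 3-fold in Rat1-Omomer cells at 90 min, and with a floor of 2096, 3.17%.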

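The probe sets of Table S1 can be followed through the deposited values. Of the 516 listed as lower in Rat1-Omomer cells, 505 had a lower deposited value at 90 min than in Rat1-control cells at 0 min, and 288 were at least 3-fold lower (55.8%, exact 95% binomial confidence interval 51.4% to 60.2%). This share was 79.5% with a floor of 524 and 28.3% with a floor of 2096. Of the 516, 23 were under the floor on both arrays and have no fold. The median log2 fold of the list, with 0 for these 23, was -1.69, against -0.23 in Rat1-control cells at 90 min; the list was chosen by the study on these arrays and is not independent evidence of its direction. Hmga1, Hmgb1, Ldhb and Erbb2 are examples outside the 5 EST series, which hold 344 of the 516 entries (66.7%). By contrast, they hold 29 of the 96 entries listed as lower in Rat1-control cells (30.2%), 20 of 111 listed as higher in Rat1-control cells (18.0%) and 12 of 142 listed as higher in Rat1-Omomer cells (8.45%). The share of a list that met 3-fold was 38.5% for the genes lower and 43.2% for those higher in Rat1-control cells, and 48.6% for those higher in Rat1-Omomer cells.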

Among the sequences downregulated in the presence of Omomyc, 475 represented genes with a known GeneID (gene identifier) and 41 other transcribed regions. To find out whether genes downregulated in the presence of Omomyc were also validated Myc targets we compared them to the set of genes listed in the Myc Cancer Gene database (www.myccancergene.org), a collection of Myc responsive genes identified in independent studies through a variety of techniques [35]. 115 (24%) of the 475 genes downregulated in the presence of Omomyc were listed in the Myc target gene database: 45 were listed as upregulated and 35 as downregulated by Myc, while the up or down regulation of the remaining 35 genes was unknown. 

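The 45 genes marked as upregulated by Myc in Table S1 had a median log2 fold of -1.81 in Rat1-Omomer cells at 90 min and of -0.04 in Rat1-control cells at 90 min. In Rat1-Omomer cells 29 of the 45 were at least 3-fold lower. Hmga1 and Ldhb, a lactate dehydrogenase, are among those measured outside the 5 EST series. The 35 genes marked as downregulated by Myc had a median of -2.02 in Rat1-Omomer cells and -0.33 in Rat1-control cells, with 27 and 4 of them at least 3-fold lower. For the 35 genes of unknown direction the medians were -1.59 and -0.31. These groups were selected for their low values on the Rat1-Omomer 90 min array. Probe sets of the 5 EST series measured 26 of the 45 genes marked as upregulated and 19 of the 35 marked as downregulated. Outside these series the medians in Rat1-Omomer cells were -1.37 for 19 genes marked as upregulated and -1.75 for 16 marked as downregulated.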

To point out direct Myc targets within the list of genes downregulated in the presence of Omomyc, the list was crossed with those from two studies that used ChIP analysis to define genome wide promoter occupancy by Myc in embryonic stem (ES) cells [36], [37]. 

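Table S1 marks promoters reported as Myc bound in embryonic stem cells for 149 of the 475 named genes lower in Rat1-Omomer cells and for 19 of the 88 named genes lower in Rat1-control cells, which are 31.4% and 21.6% of these entries. The 149 genes had a median log2 fold of -1.81 in Rat1-Omomer cells at 90 min and -0.16 in Rat1-control cells at 90 min, and 91 of them were at least 3-fold lower in Rat1-Omomer cells. In the direct comparison of both cell lines at 90 min their median was -1.60. The 19 genes had a median of -1.10 in Rat1-control cells and of 0.00 in Rat1-Omomer cells at 90 min. The marked share was 29.8% for the 312 named entries in the 5 EST series and 34.4% for the 163 others. The marks of Table S1 were taken as given, since the promoter lists themselves were not used here.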

31.5% of the genes downregulated in the presence of Omomyc had promoters that were reported to be directly bound by Myc in ES cells (P-value: 1.3×10^−24^) as compared to 19% in its absence (P-value: 3×10^−2^). 

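Of the 475 named entries, 210 carried at least 1 of both marks, for the Myc target gene database or for Myc binding in embryonic stem cells (44.2%). Their median log2 fold in Rat1-Omomer cells at 90 min was -1.82, and 132 were at least 3-fold lower. The 265 entries with neither mark had a median of -1.65, and 142 were at least 3-fold lower. Against Rat1-control cells at the same time the medians were -1.60 for marked and -1.21 for unmarked genes. Marked genes were 41.0% of the entries in the 5 EST series and 50.3% of the entries outside them, where Hmgb1, Ruvbl1, Ccnd1 and Nras are named.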

Altogether, 44.4% of the Omomyc downregulated genes turned out to be genuine Myc targets according to either the Myc target genes database or the listing of Myc bound promoters in ES cells (Venn diagram: Figure 4A). Genes common to all three groups are clustered in one dimension in Figure 4B. Such a large – albeit incomplete – overlap among genes whose downregulation was associated to Omomer activation in Rat1 fibroblasts and validated Myc targets is highly significant. That the overlap is incomplete is consistent with other analyses of expression and computationally derived gene sets [38], [39], and it might be due in part to other effects of serum. 

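The 54 entries with both marks had a median log2 fold of -1.82 in Rat1-Omomer cells at 90 min and -0.12 in Rat1-control cells at 90 min, and 34 of them were at least 3-fold lower in Rat1-Omomer cells. Rpl37, a protein of the large ribosomal subunit, went from 45140 in Rat1-control cells at 0 min to 15039, 3.00-fold lower. Hmga1 had 11683 at 0 min, 20262 in Rat1-control and 2965 in Rat1-Omomer cells at 90 min, 6.83-fold lower in the direct comparison. Nras, encoding a small GTPase, was at least 2.02-fold lower by 1 probe set and 1.01-fold lower by another. Probe sets of the 5 EST series measure 31 of the 54. Among these, Cd151, a tetraspanin, was at least 5.77-fold lower, and Kars1, the lysyl-tRNA synthetase, at least 4.89-fold lower. These bounds and that of Nras hold at the floor of 1048. They would be smaller at 1228, the floor from the noise of the Rat1-Omomer 90 min array alone. Pdha1, a subunit of pyruvate dehydrogenase that Table S1 marks for the database only, was 4.55-fold lower by its probe set in these series and 1.24-fold lower by another. Junb was 10.7-fold lower by its probe set in these series and 1.06-fold lower by another, and at 0 min it was already 2.48-fold and 2.02-fold lower in Rat1-Omomer cells.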

Figure 3 (middle) shows the classification in functional categories based on GO (Gene Ontology) terms. 

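Gene groups fixed beforehand differed in how they stood in Rat1-Omomer cells at 90 min. Compared with Rat1-control cells at 90 min, genes of the actin cytoskeleton were lower, with 10 of 29 probe sets at least 3-fold lower, none at least 3-fold higher and a median log2 ratio of -0.79, at the 0.02 percentile of random lists. Outside the 5 EST series 6 of 22 were at least 3-fold lower, with a median of -0.40. Tagln was 5.10-fold lower by its brightest probe set and 19.1-fold lower by the other. Immediate early and serum response genes were higher as a group, with 12 of 70 probe sets at least 3-fold higher, 8 at least 3-fold lower and a median of 0.54, at the 99.97 percentile. Among them the nuclear receptor genes Nr4a1 and Nr4a3 were 5.66-fold and 5.94-fold higher, and the phosphatase Dusp1 3.10-fold, while Plaur, the urokinase receptor, was 10.8-fold lower. Other genes with high ratios were Zfp36l1, an RNA-binding protein, at 8.31-fold, and the neurotrophin Bdnf, at 2.71-fold. Quiescence and growth arrest genes had a median of 0.68, at the 99.6 percentile, and Gadd45a was 3.96-fold higher. Glycolysis genes had a median of -0.17, at the 4.16 percentile (0.64 outside the 5 EST series), with 3 of 24 probe sets at least 3-fold lower and none higher. The median of all 2600 probe sets above the floor in this comparison was 0.32. Against Rat1-control cells at 0 min, 10 of 63 probe sets of cytosolic ribosomal proteins were at least 3-fold lower in Rat1-Omomer cells at 90 min and 1 was at least 3-fold higher, with a median of 0.52; outside the 5 EST series 3 of 51 were at least 3-fold lower. Of translation factors, 5 of 39 were at least 3-fold lower and 2 higher, with a median of 0.34. The corresponding numbers were 4 lower and 3 higher of 25 for glycolysis, 9 lower and 1 higher of 87 for the citrate cycle and respiratory chain, 5 lower and none higher of 32 for the cell cycle, 2 lower and 1 higher of 44 for the proteasome, and 3 lower and 3 higher of 45 for chaperones. The medians of these groups were 0.29, 0.17, 0.18, 0.30 and 0.63, against 0.25 for all 2600 probe sets. The chaperone median lay at the 99.3 percentile of random lists and the other 4 between the 30.6 and 76.8 percentiles.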

As reported for genes associated with c-Myc activity [36], [40], [41], genes affected by Omomyc fall into multiple functional classes involving growth, metabolism, cell signaling pathways, cell cycle progression, and apoptosis. Notably, genes downregulated in the presence of Omomyc were enriched in categories – nucleotide and nucleic acid metabolism – that are overrepresented among targets upregulated by c-Myc [36], [40]–[42], supporting the notion of Omomyc as an inhibitor of Myc mediated transactivation (Figure 3, bottom). 

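Many of the genes known to be upregulated by Myc were measured by more than 1 probe set, which did not all go the same way. Hmgb1, with 1 probe set, was 3.53-fold lower in Rat1-Omomer cells at 90 min than in Rat1-control cells at 0 min, against 1.03-fold lower in Rat1-control cells at 90 min. The lactate dehydrogenase gene Ldhb was 3.40-fold lower by its brighter probe set and 3.46-fold by the other. Both folds are uncertain, since their values, 1139 and 1102, lie under the floor of 1228 from the noise of this array alone. Ruvbl1 went from 2157 to a value under the floor, at least 2.06-fold lower. Cyclin D1 (Ccnd1) was 3.30-fold lower by 1 probe set and, at the floor of 1048, at least 3.07-fold lower by another. At the floor of 1228 this bound would be under 3-fold. By 2 others Ccnd1 was 1.21-fold and 1.46-fold higher. Cyclin B1 (Ccnb1) was at least 2.55-fold lower by its brighter probe set and 1.08-fold higher by the probe set of Table S1. The initiation factor Eif3s9 (Eif3b) was 4.01-fold and 5.45-fold lower by 2 probe sets of the 5 EST series. By others of these series, isocitrate dehydrogenase 2 (Idh2) was 8.99-fold and at least 9.37-fold lower, and Anapc5 9.16-fold lower. The bound for Idh2 holds at the floor of 1048 and would be smaller at 1228. The probe set of ribosomal protein S4, which the current annotation names Rps4x-ps9, also belongs to these series and was 11.1-fold lower. Phosphoglycerate kinase 1 (Pgk1) was 12.2-fold lower by its probe set in the 5 EST series and higher, at a log2 fold of 0.57, by another, which had 21025 in Rat1-control cells at 0 min. Ribosomal protein L3 (Rpl3) was 4.30-fold lower and 1.79-fold higher in the same way. The elongation factor Eef1a1 was 1.88-fold higher by its brighter probe set and at least 3.49-fold higher by the other. Of 33 probe sets of genes known as Myc activated, a list fixed beforehand that holds several of the genes named here, 11 were at least 3-fold lower and none was at least 3-fold higher, with a median log2 fold of 0.29, at the 66.4 percentile of random lists; outside the 5 EST series, 6 of 27 were at least 3-fold lower. Against Rat1-control cells at 90 min, 10 of 34 were at least 3-fold lower and none higher, with a median of -0.05, at the 7.07 percentile. For 56 genes with probe sets both in and outside these series above 3 times the floor at 0 min, the median log2 fold in Rat1-Omomer cells at 90 min was -0.98 in the series and 0.18 outside, with 19 and 2 genes at least 3-fold lower. In Rat1-control cells at 90 min both medians were close, -0.10 and -0.09.

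**Figure D2:**
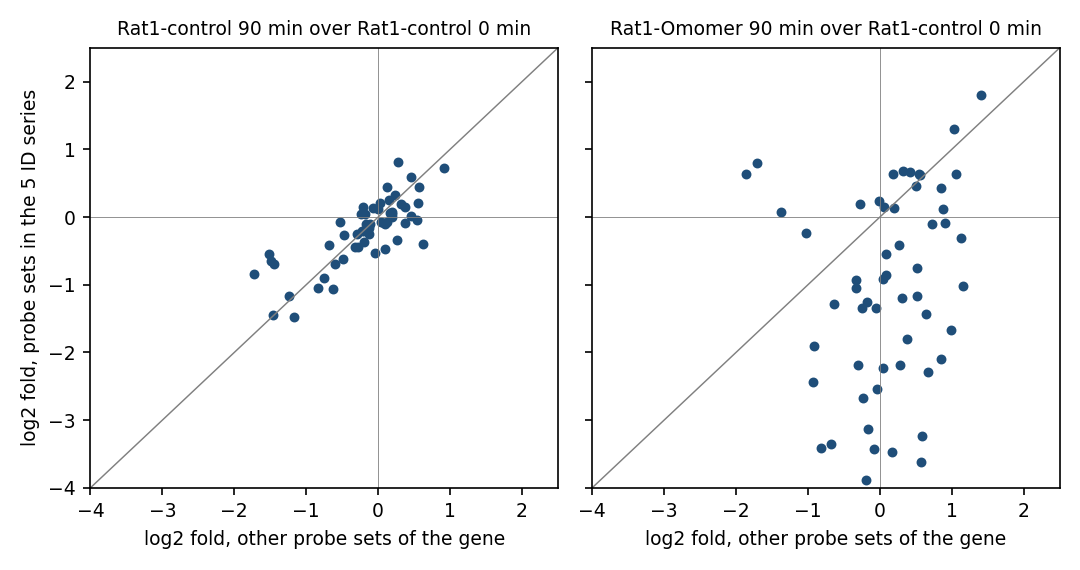
Log2 folds over Rat1-control cells at 0 min of 56 genes measured both by probe sets of the 5 EST series (y axis, mean per gene) and by other probe sets (x axis, mean per gene), in Rat1-control (left) and Rat1-Omomer cells (right) at 90 min; each point is 1 gene from 1 array per condition, and the diagonal marks equal folds. At left 32 of 56 points lie under the diagonal, and at right 42 of 56.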

Targets known to be upregulated by Myc and found to be downregulated by Omomyc include genes encoding proteins directly involved in translation and ribosome assembly – such as the translation initiation factor Eif3s9, the translation elongation factor Eef1a1, and the ribosomal protein L3 and S4 – as well as genes encoding metabolic enzymes – isocitrate dehydrogenase 2, lactate dehydrogenase B and phosphoglycerate kinase 1 –, proteins involved in cell cycle progression – the anaphase-promoting complex subunit Anapc5, Cyclin B1 and Cyclin D1 –, the ATPase/DNA helicase TIP49 (Ruvbl1), and the structural chromatin protein Hmgb1. Hmgb1 has an important role in chromatin remodeling and is a mediator of inflammation whose overexpression is associated with many tumor types [43]. TIP49 is an important Myc cofactor, involved in Myc transcriptional and oncogenic functions [44]. Several genes found to be downregulated by Omomyc and known to be Myc repressed targets encode proteins involved in signaling pathways, cell adhesion and transcription – such as Akt1, Erbb2, c-Jun and the fibroblast growth factor receptor Fgfr1 – while *Mxi1* encodes a protein that interacts with Max and negatively regulates Myc function. 

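Erbb2, a receptor tyrosine kinase with 1 probe set, had 4103 in Rat1-control cells at 0 min and 1743 at 90 min, 2.35-fold lower. In Rat1-Omomer cells at 90 min its value lay under the floor of 1048, at least 3.91-fold lower. This bound, like those of Mxi1 and Fgfr1 below, would be smaller at 1228, the floor from the noise of that array alone. Jun, lower in Rat1-control cells at 90 min, was 2.61-fold lower in Rat1-Omomer cells by its brightest probe set. By the probe set of Table S1 it was 3.40-fold lower in Rat1-control and 4.06-fold lower in Rat1-Omomer cells. Mxi1 was 2.03-fold lower in Rat1-control and, at the floor of 1048, at least 4.84-fold lower in Rat1-Omomer cells by a probe set of the 5 EST series. Akt1 was 10.2-fold lower in Rat1-Omomer cells by a probe set of these series and 1.60-fold lower by another, against 1.19-fold lower in Rat1-control cells by the latter. Fgfr1 was, at the floor of 1048, at least 4.50-fold lower by 1 probe set and 1.69-fold higher by its brightest one. Gadd45a, repressed by Myc, was 2.40-fold lower in Rat1-Omomer cells by its brightest probe set and 3.61-fold lower by another. By 2 others it was 1.42-fold and 1.09-fold higher, and these were already 2.73-fold and 2.40-fold higher at 0 min. Over the 0 min array of the same cells, each of its probe sets was lower, by between 1.92-fold and 2.84-fold. Of 22 probe sets of genes known as Myc repressed, among them those of the genes named here, 8 were at least 3-fold lower in Rat1-Omomer cells, and 7 of 22 in Rat1-control cells at 90 min; none was at least 3-fold higher in either. Outside the 5 EST series, 5 and 7 of 19 were at least 3-fold lower. Between the cell lines at 90 min, 4 of 20 were at least 3-fold higher and 3 lower, with a median of 0.33 at the 66.1 percentile, and 4 higher and 1 lower outside the series. The 4 higher probe sets all measure Gadd45a, and the 7 lower ones in Rat1-control cells measure only Gadd45a and Jun. In Rat1-Omomer cells at 90 min the median log2 fold was -0.38, at the 1.24 percentile, and in Rat1-control cells -0.03, at the 32.5 percentile. Outside the 5 EST series the first was 0.12, at the 12.7 percentile. Over the 0 min array of the same cells, the median in Rat1-Omomer cells was -0.75, at the 0.11 percentile. Of 22 probe sets, 5 were at least 3-fold lower and 1 higher in this comparison. Outside the series its median was -0.54, at the 0.02 percentile, with 2 of 19 lower and 1 higher. The paper reports that genes lower with Omomyc were enriched in categories of nucleotide and nucleic acid metabolism. It gives these categories as overrepresented among targets upregulated by c-Myc. The paper takes this enrichment as support for its proposal that Omomyc inhibits transactivation by Myc. For the same proposal it also gives Real Time PCR, reporter and chromatin immunoprecipitation assays. Neither the enrichment nor these assays were analysed here.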

*Mxi1* is repressed by Myc [45] but activated by Hif-1α [46], [47]. Defects in this gene have been reported in prostate cancer and in a subset of glioblastomas [48], [49].

**Figure 3:**
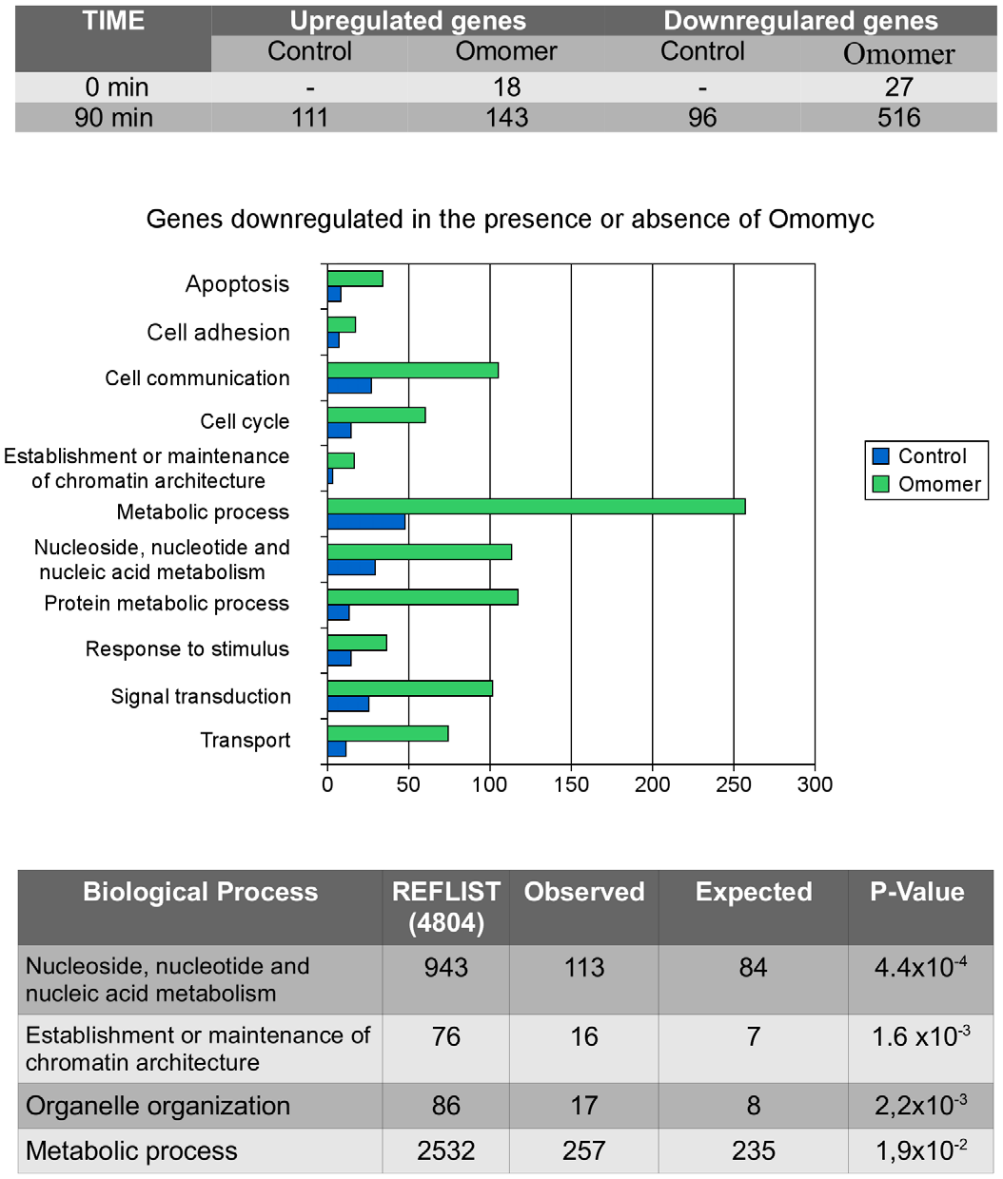
Omomyc impact on the transcriptional response of Rat1 fibroblasts to serum stimulation. Omomyc promotes downregulation of numerous genes. Top. Many more genes were downregulated in Rat1 cells expressing Omomer (Omomer) than in cells that do not (Control) at 90′ following serum stimulation of Rat1 fibroblasts in the presence of tamoxifen. The number of upregulated genes was similar. Rat1-control cells at time 0 were taken as reference. Middle. Distribution in different Biological Process classes – based on Gene Ontology classification – of genes downregulated at 90′ following serum stimulation in Omomer and control cells. Bottom. Genes related to nucleotide and nucleic acid metabolism are the most significantly over-represented – as computed by the Panther software – among the genes downregulated in the presence of Omomyc (Omomer cells in the presence of tamoxifen).

**Figure 4:**
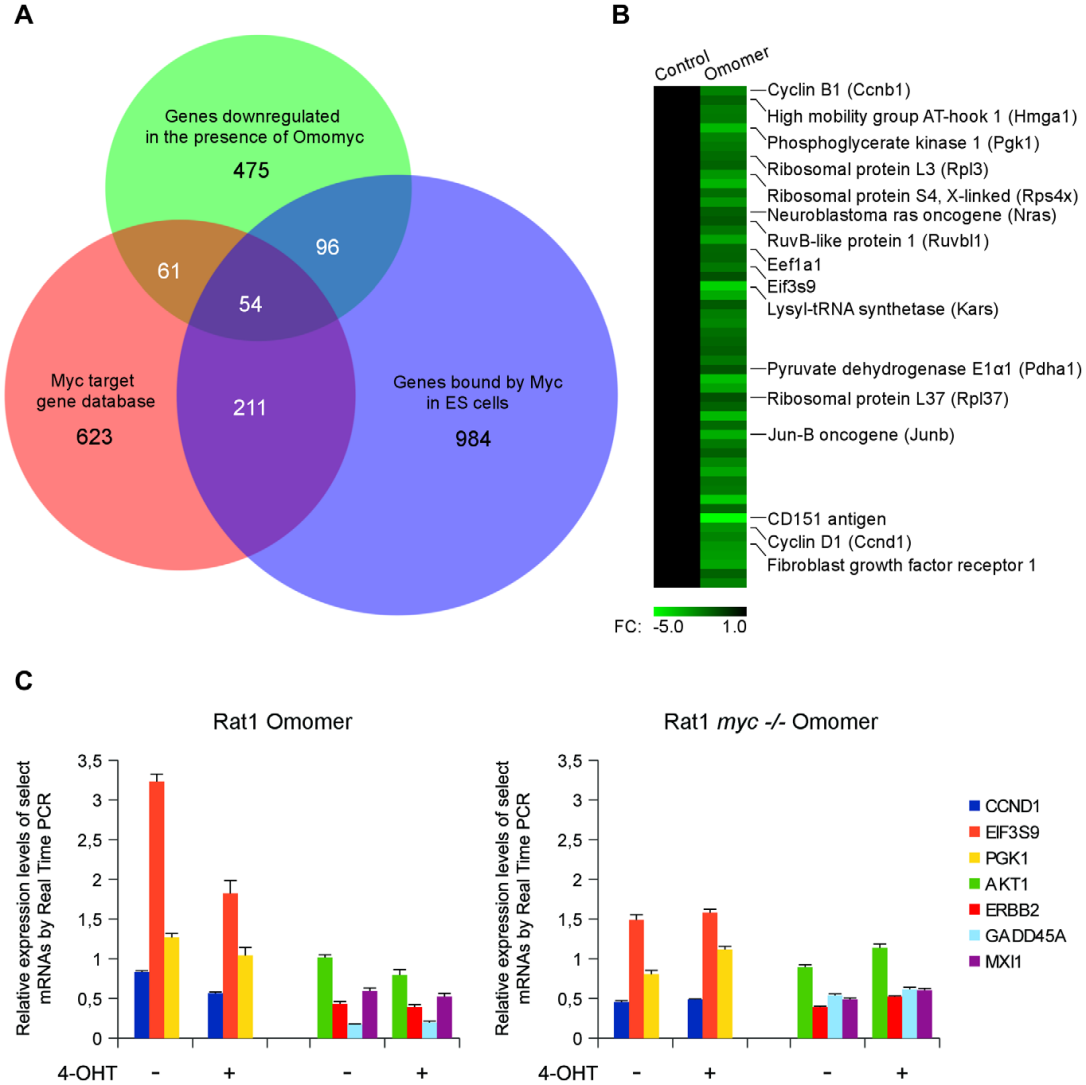
Upregulation of Myc activated targets is compromised whereas downregulation of Myc repressed targets is supported by Omomyc. A) Venn diagram illustrating the overlap among genes downregulated by Omomyc in the present study, genes listed as Myc targets in the Myc target gene database (www.myccancergene.org), and genes reported to be directly bound by c-Myc in ES cells [29], [38]. Within the Myc target gene database and the ES cell datasets, only genes that had a probe on the Affymetrix U34A array were taken into account. B) Overlapping, bona fide Myc target genes were extracted from our dataset and clustered in one dimension. C) Relative expression level (Fold Change) – measured by Real Time PCR at 90 min following serum stimulation in the presence or absence of 4-OHT – of *Ccnd1*, *Eif3s9*, *Pgk1*, *Akt1*, *Erbb2*, *Gadd45a*, *Mxi1* mRNAs in wild type (left) and Myc null (right) Rat1 cells expressing tamoxifen inducible Omomyc (Omomer). *Ccnd1*, *Eif3s9*, *Pgk1* represent Myc activated targets; *Akt1*, *Erbb2*, *Gadd45a*, *Mxi1* represent Myc repressed targets. Expression at the time of serum addition (time 0) was taken as reference for calculating the Fold Change.

To further validate our findings, we performed Real Time PCR assays in wild type and Myc null Rat1 fibroblasts expressing tamoxifen inducible Omomyc (Figure 4C). We compared – at 0 and 90 min of serum stimulation – the expression levels of a select sample of genes affected by serum stimulation that are known to be either repressed – *Gadd45a*, *Mxi1*, *Erbb2*, *Akt1* – or activated – *Pgk1*, *Eif3s9*, *Ccnd1* – by Myc [40], [45], [50]. These genes, like any gene, are not exclusive Myc targets, and other transcription factors modulated or not by serum may contribute to their regulation. We found that the expression levels of the repressed targets *Gadd45a*, *Mxi1*, *Erbb2* and *Akt1* in wild type Rat1 cells were unaffected or even more repressed in the presence of Omomyc whereas upregulation of the activated targets *Pgk1*, *Eif3s9* and *Ccnd1* was compromised (Figure 4C, left). In the Myc null cells, we found that Omomyc did not significantly affect expression of the repressed and did not impair upregulation of the activated targets (Figure 4C, right). Therefore the effect of Omomyc on transcription of Myc activated targets appears to require some activity of Myc.

In sum, these findings indicate that Omomyc does not globally inhibit Myc function in transcriptional regulation of target genes and suggest that it selectively perturbs the Myc transcriptome by hampering Myc mediated transactivation and preserving Myc mediated repression.

### Omomyc differentially affects transactivation and repression by influencing Myc binding to target gene promoters

To investigate the mechanisms involved in gene regulation by Omomyc, we performed luciferase reporter and chromatin immunoprecipitation (ChIP) assays on two genes encoding the nucleolar protein nucleolin and the cyclin-dependent kinase inhibitor p21, respectively representing genuine and direct targets of Myc mediated activation and repression [51], [52]. c-Myc is able to activate *nucleolin* transcription via two highly conserved E-boxes in intron 1 [51]. To test the capability of Omomyc to inhibit Myc mediated transcriptional activation, we performed reporter assays in 293T cells transfected with the luciferase reporter plasmid pNucL14 [51] – containing the mouse *nucleolin* promoter, exon 1, intron 1 and the first 8 nt of exon 2 – together with different combinations of FLAG-c-Myc and Omomyc expression plasmids (Figure 5A). We found that Omomyc inhibited Myc mediated activation of the luciferase reporter in a dose dependent manner, while it did not affect its basal activity. To test whether the inhibition of *nucleolin* transactivation by Omomyc was due to a reduction of promoter binding, we measured the amount of Myc bound to the *nucleolin* promoter on 293T cells transfected with *nucleolin* reporter, FLAG-c-Myc and Omomyc expressing plasmids. Recovery of *nucleolin* DNA coprecipitated with Myc was quantified by real-time PCR, using primers located around the two E-boxes in *nucleolin* intron 1. We found that Omomyc caused a 40% reduction of the amount of promoter bound Myc (Figure 5B, left). Besides competing for Myc/Max association, Omomyc is able to form homodimers as well as Omomyc/Max dimers: only the latter bind E-boxes *in vitro* with high efficiency [9]. Therefore, Omomyc might affect Myc binding to DNA via two concurring mechanisms: inhibition of Myc/Max dimerization as well as direct competition for E-box binding. To assess the latter one, we measured the amount of Omomyc bound to the *nucleolin* promoter in cells transfected with c-Myc and FLAG-Omomyc expressing plasmids (Figure 5B, right). We found that Omomyc was specifically recruited to the E-box containing region in intron 1 and that it competed with c-Myc for binding to this region. Altogether, these data indicate that Omomyc can affect transactivation by sequestering Myc in complexes incapable of binding to E-boxes as well as by acting – presumably in association with Max – as competitive inhibitor of Myc/Max complexes for E-Box binding.

**Figure 5:**
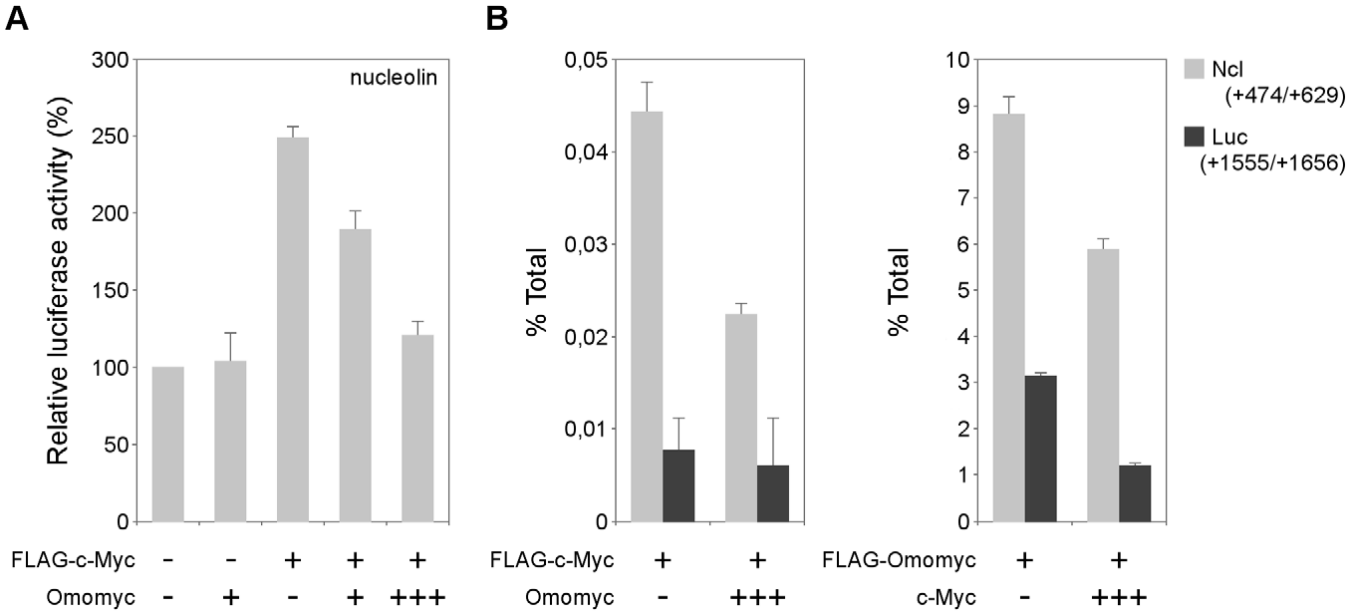
Omomyc inhibits Myc binding and transactivation of the *nucleolin* promoter. A) Luciferase activity of the mouse *nucleolin* promoter reporter plasmid – pNucL14 – transfected in 293T cells together with FLAG-c-Myc and Omomyc expressing vectors. Data were normalized by cotransfection of pRL-TK Renilla luciferase. The basal activity of the reporter was set to a value of 100. B) Quantitative ChIP assay of Myc and Omomyc binding to the *nucleolin* promoter region (Ncl; grey bars). Left: FLAG-c-Myc binding in 293T cells transfected with the *nucleolin* reporter pNucL14 together with FLAG-c-Myc and Omomyc expressing plasmids. Right: FLAG-Omomyc binding in 293T cells transfected with the *nucleolin* reporter together with FLAG-Omomyc and c-Myc expressing plasmids. A region of the *luciferase* coding sequence (Luc; black bars) was used as control. Bars represent the percentage of input DNA immunoprecipitated, after background subtraction. ChIP values are expressed as % of input DNA.

To investigate how Omomyc may act to support Myc mediated repression, we conducted assays on the human *p21* promoter – specifically the sequence comprised between −194 and +16 from the transcriptional start site – on which Myc is recruited by the zinc finger protein Miz-1 [27], [52]. We performed reporter assays and found that luciferase expression driven by the full-length human *p21* promoter – p21Cip1-Luc [53] – was inhibited by c-Myc and that Omomyc was synergic with c-Myc (Figure 6A). Interestingly – even in the absence of a cotransfected c-Myc – Omomyc provoked *p21* promoter repression to levels similar to the ones caused by c-Myc. Therefore Omomyc is able to support *p21* promoter repression both in the presence and absence of an over-expressed c-Myc. To investigate whether this was associated to increased promoter binding, we performed ChIP assays on 293T cells transfected with the p21 reporter together with FLAG-Myc and increasing amount of Omomyc plasmid. We observed that Omomyc markedly increased c-Myc binding to the −194 to +16 region (Figure 6B, top). Interestingly, the reciprocal assay on cells transfected with FLAG-Omomyc and increasing amount of c-Myc plasmid indicated that Omomyc was capable of interacting with the same *p21* promoter region (Figure 6B, bottom). In this case, Myc overexpression did not compete with Omomyc binding. These data support the hypothesis that transrepression of Myc targets is sustained by Omomyc.

**Figure 6:**
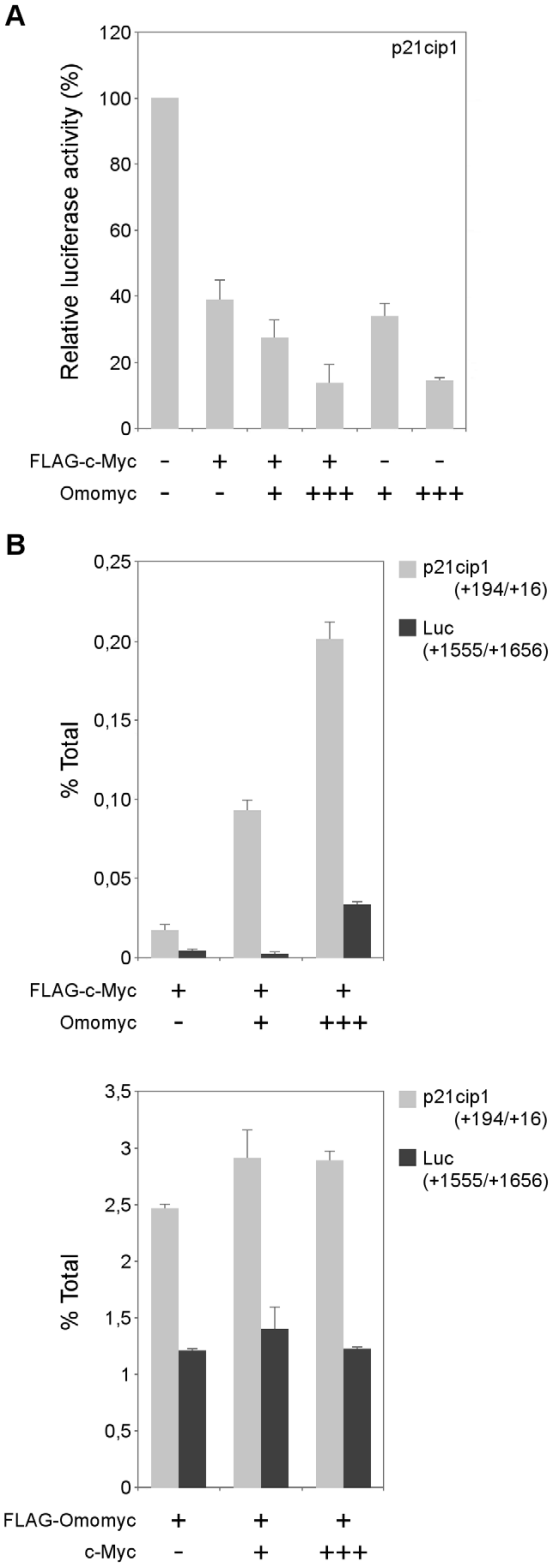
Omomyc promotes Myc binding and transrepression of the *p21* (*CDKN1*) promoter. A) Luciferase activity of the human *p21* promoter reporter plasmid – p21Cip1-Luc – transfected in 293T cells together with FLAG-c-Myc and Omomyc expressing plasmids. Data were normalized by cotransfection of pRL-TK Renilla luciferase. The basal activity of the reporter construct was set to a value of 100. B) Quantitative ChIP assay of Myc and Omomyc binding to the *p21* promoter region (p21cip1, grey bars). Top: FLAG-c-Myc binding in 293T cells transfected with the *p21* reporter p21Cip1-Luc together with FLAG-c-Myc and Omomyc expressing plasmids. Bottom: FLAG-Omomyc binding in 293T cells transfected with the *p21* reporter together with FLAG-Omomyc and c-Myc expressing plasmids. A region of the *luciferase* coding sequence (Luc; black bars) was used as control. Bars represent the percentage of input DNA immunoprecipitated, after background subtraction. ChIP values are expressed as % of input DNA.

### Epigenetic modifications associated to Myc activity are affected by Omomyc

Myc proteins are involved in the widespread maintenance of active chromatin. Disruption or downregulation of Myc expression leads to decreased H3 and H4 acetylation at selected histone residues accompanied by increased chromatin repressive marks, an effect that is reversed upon Myc reactivation [3], [38], [54], [55]. If Omomyc indeed targets Myc function, its overexpression should entail changes in the histone modifications associated with Myc activity. To test this hypothesis, we performed immunohistochemistry assays to detect global levels of histone H3 lysine 9 acetylation and dimethylation – representing marks of active and repressive chromatin – reported to be respectively decreased and increased upon Myc loss of function in neuronal progenitors and other cell types [54], [56]. N-Myc genomic binding is strongly linked to H3AcK9 while loss of N-Myc decreases the pool of this active chromatin mark [54]; 90% to 95% of the H3AcK9 mark in a human neuroblastoma cell line was reported to be N-Myc dependent [55]. We assessed levels of H3acK9 and H3diMeK9 in parental Rat1 cells (w. t.), in Rat1 cells harboring an inducible Omomyc (Omomer) and in Rat1 cells harboring the inducible Omomyc and an overexpressed c-Myc (Myc+Omomer) (Figure 7). For a comparison, H3K9 acetylation and dimethylation was also measured in Myc null Rat1 cells (Myc −/−) and Myc null cells harboring the tamoxifen inducible Omomyc (Myc −/− Omomer) (Figure 8). We found that wild type Rat1 cells displayed significant staining of H3acK9 and faint staining of H3diMeK9. Treatment with tamoxifen triggered Omomer translocation to the nucleus, as expected (Figures 7, top panels), which was accompanied by a dramatic reduction of the H3acK9 signal, not affected by a concomitant Myc overexpression (Figure 7, middle panels). Omomyc caused an approximately four-fold reduction in H3acK9 according to the densitometric analysis (Figure 7). Myc null Rat1 cells displayed the opposite pattern to parental cells with significant H3diMeK9 staining and a quasi-complete loss of H3acK9 staining, similarly to what was reported for N-Myc null neuroprogenitor cells [54]. This pattern was unaffected upon Omomer induction (Figure 8). Of note, H3acK9 levels in Omomyc overexpressing cells were even lower than observed in Myc null cells, possibly due to compensatory events that occurred in the latter. The H3K9 hypoacetylation observed upon Omomer induction in the Omomer and Myc+Omomer expressing Rat1 cells was associated with a two-fold enhancement in dimethylation of the same histone residue (Figure 7, bottom panels). In Myc null fibroblasts, instead, Omomer induction did not affect the levels of H3K9 dimethylation (Figure 8, bottom panels). The data demonstrate that Omomyc impacts histone H3K9 acetylation and methylation in an opposite way to Myc, leading to decreased active and increased repressive chromatin marks.

**Figure 7:**
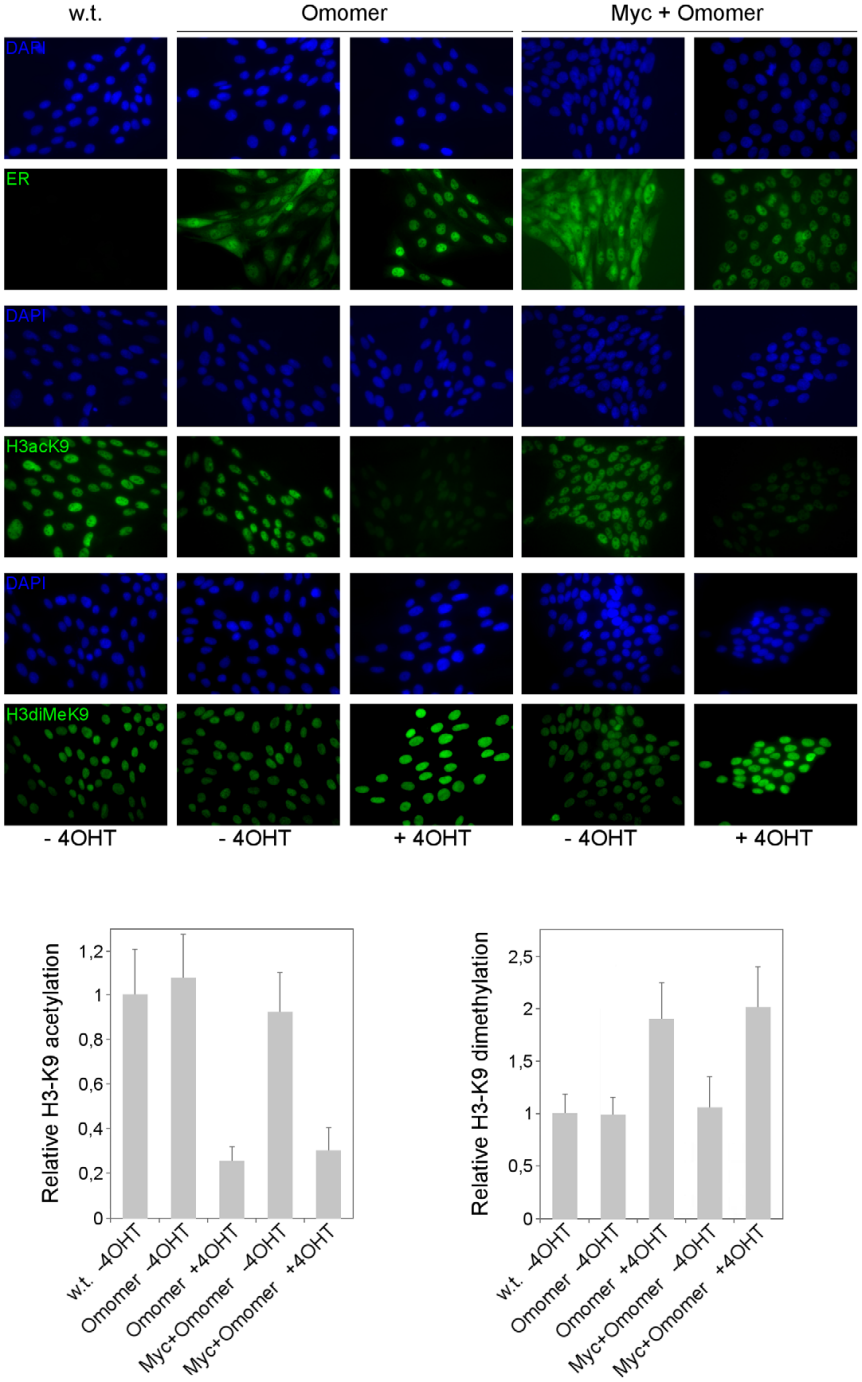
Omomyc influences – in an opposite way to c-Myc – the pattern of histone H3 lysine 9 acetylation and methylation, leading to decreased active and increased repressive chromatin marks. Immunofluorescence staining (in green) of ER (top), H3acK9 (middle) and H3diMeK9 (bottom panels) in parental (w.t.), Omomer, and c-Myc + Omomer expressing Rat1 fibroblasts [12] grown for 48 h with or without 4-OHT. DAPI staining (blue) was used for visualizing cell nuclei. The graphs below the immunofluorescence pictures display the quantitative analysis of H3AcK9 and H3diMeK9 staining. Values in the graphs represent fold change in histone H3 acetylation and dimethylation, relative to parental wild-type fibroblasts. Data were collected by densitometric analysis of nuclear fluorescence from three independent biological repeats.

**Figure 8:**
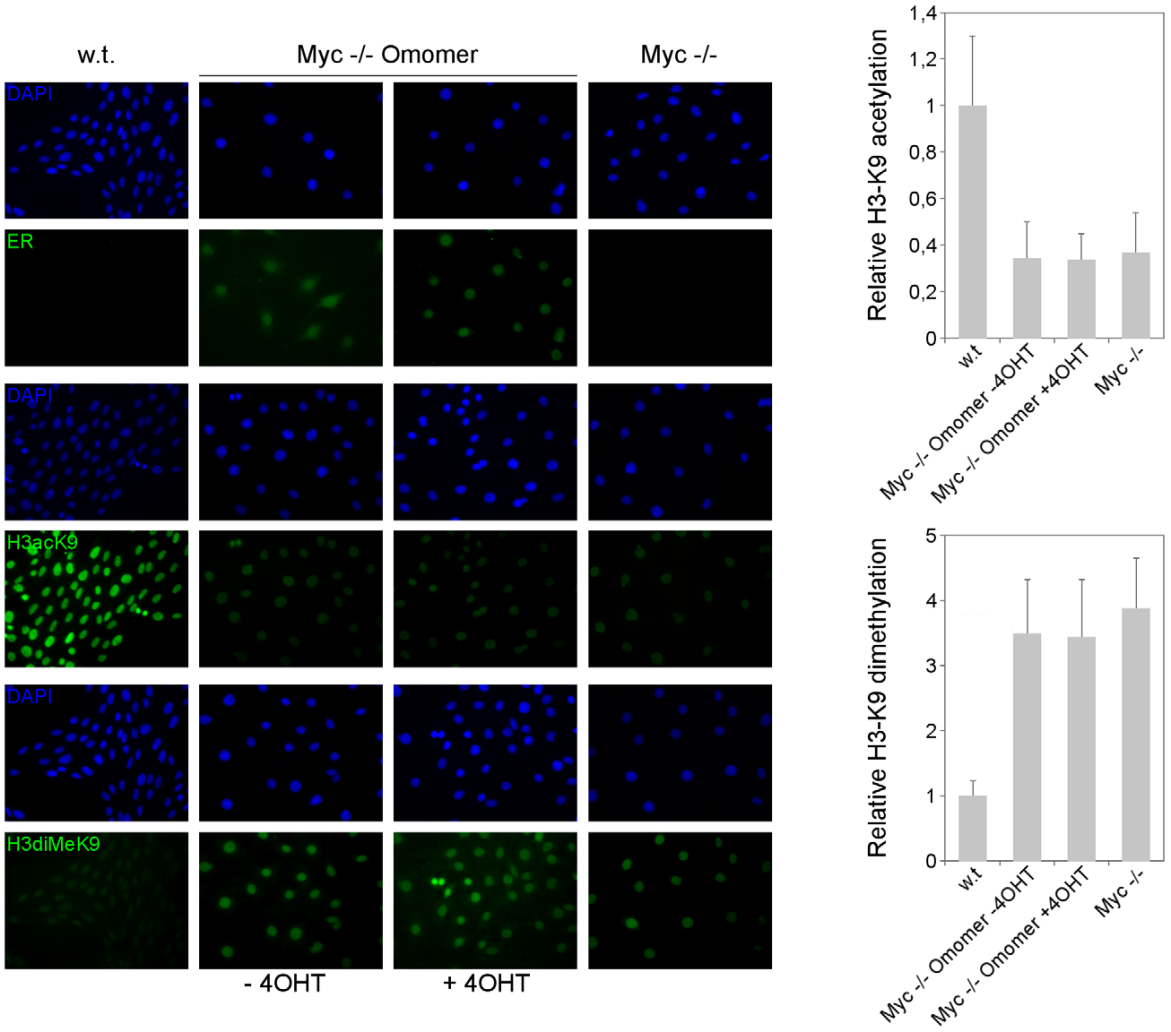
Omomyc does not influence the pattern of histone H3 lysine 9 acetylation and methylation in Myc null cells. Immunofluorescence staining (in green) of ER (top), H3acK9 (middle) and H3diMeK9 (bottom panels) in parental (w.t.), c-Myc null (Myc −/−), and c-Myc null expressing Omomer (Myc −/− Omomer) Rat1 fibroblasts [12] grown for 48 h with or without 4-OHT. DAPI staining (blue) was used for visualizing cell nuclei. The graphs at the right side of the immunofluorescence pictures display the quantitative analysis of H3AcK9 and H3diMeK9 staining: values represent fold change in histone H3 acetylation and dimethylation, relative to parental wild-type fibroblasts. Data were collected by densitometric analysis of nuclear fluorescence from three independent biological repeats.

### Omomyc affects proliferation and survival of cells in culture

Omomyc was shown to strongly potentiate Myc induced apoptosis in murine myoblasts [10], and to slow growth and trigger death of the tumor cells while sparing the surrounding normal tissue in a lung adenocarcinoma model [16]. To further assess its effects on cell growth and death, we determined proliferation and survival of Rat1 fibroblasts constitutively expressing – or not – c-Myc and Omomer [10] (Figure 9A). In the absence of tamoxifen, Rat1 cells expressing or not c-Myc and Omomer had similar growth and death rate. Rat1-control and Rat1-Omomer cells behaved similarly also upon tamoxifen treatment, which modestly slowed down proliferation of both. Rat1 cells co-expressing c-Myc and Omomer instead behaved differently from the other two cell types in the presence of tamoxifen: initially they grew similarly, but after two days their proliferation stopped two due to massive cell death (Figure 9A). Therefore, Omomyc appeared to only affect survival of Rat1 cells over-expressing c-Myc, in agreement with the hypothesis that activation of the cell death pathway requires Myc over-expression [57]. Finally, we measured proliferation and death of SH-SY5Y human neuroblastoma cells infected with Omomer producing or control lentiviruses (Figure 9B). Switching on Omomyc activity by tamoxifen in the neuroblastoma cells quickly inhibited growth and triggered death, whereas tamoxifen had no effect on cells infected with the control virus (Figure 9B). Omomer expression in lentivirus infected neuroblastoma cells was stronger than in Rat1-Omomer cells (not shown), suggesting that the greater sensitivity of the neuroblastoma cell line – as compared to Rat1 cells – to the action of Omomyc might reflect its higher expression level.

**Figure 9:**
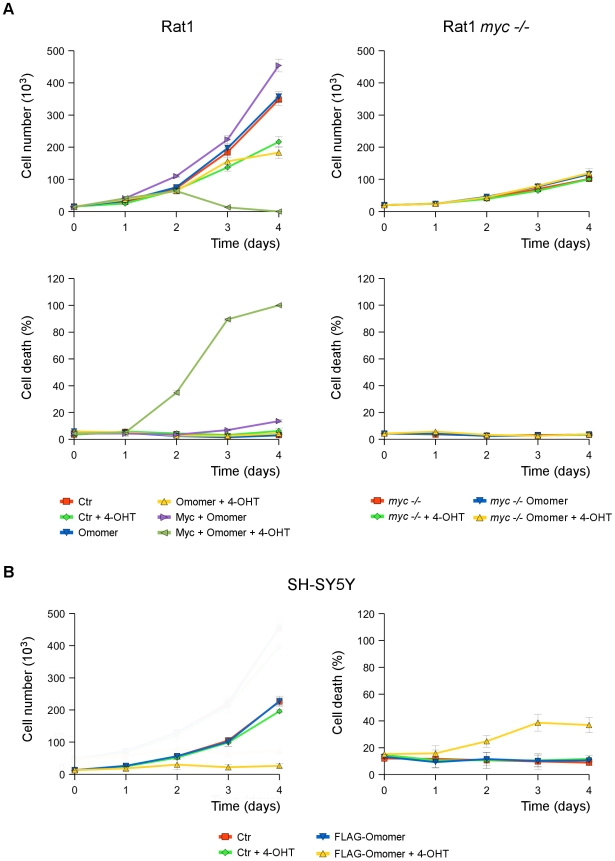
Effect of Omomyc ectopic expression on proliferation and death of Rat1 and SH-SY5Y cells. A) **Omomyc ability to hamper growth and induce apoptosis of Rat1 fibroblasts is Myc dependent.** Growth curves (top panels) and percentage of death cells (bottom panels) of wild type (Rat1, left panels) and Myc null (Rat1 *myc −/−*; right panels) fibroblasts over expressing – or not (Ctr) – Omomer or c-Myc and Omomer (Myc+Omomer) [12]. B) **Omomyc is able to reduce growth and promote apoptosis of the human neuroblastoma cell line SH-SY5Y.** Growth curve (left) and percentage of cell death (right) of SH-SY5Y human neuroblastoma infected with control or Omomer (FLAG-Omomer) expressing lentiviruses. Cells (1.5×10^5^) were plated in multi-well plates in presence and absence of 4-OHT. Proliferation and death were assayed daily by cell count and vital staining with trypan blue. Data represent three independent biological repeats.

## Discussion

The interest in Omomyc derives from its outstanding anti-tumor activity, unparalleled by other Myc inhibitory treatments [16]. This molecule selectively affects the Myc protein interaction network. On the basis of our results, we propose that Omomyc acts like an edge-specific perturbation of the network that produces opposite effects on the two arms of Myc activity: transactivation and transrepression of gene transcription. Edgetic perturbations of a protein network confer distinct functional consequences from node removal [58], achieved by technologies like gene knockout or RNAi. The finding that Omomyc can bind N-Myc as well as c-Myc and, presumably, all Myc family proteins suggests that it may be able to prevent cells from eluding inhibition of a single Myc protein by upregulating another Myc family member. Omomyc – by inhibiting Myc interaction with Max – suppresses binding to E-boxes and transactivation by Myc, whereas – by allowing Myc interaction with Miz-1 – it favors binding to promoters of repressed targets like p21 and transrepression. As a result, the Myc network action is channeled to transrepression. This conclusion is supported by the changes – in transcriptional response to serum stimulation and epigenetic marks – observed in fibroblast cells ectopically expressing Omomyc. Upon serum stimulation, many more genes were downregulated in the presence of Omomyc than in its absence, and these genes were enriched in genuine, direct Myc targets. Our data also suggest that Omomyc by itself may directly contribute to downregulation of Myc repressed targets by associating with Miz-1. It is presently unclear whether the enhancement of transrepression by Omomyc may be solely explained via Miz-1, as other transcription factors as well – e.g. NFY and SP1 – have been reported to interact with Myc to promote promoter binding and transrepression [4]. Further experiments – like the design of Omomyc variants that hamper the interaction with Miz-1 – will be required to assess these points. Another contribution to the pro-repressive action is given by the decrease of activating and the increase of repressive chromatin marks – respectively H3K9 and H3diMeK9 – in the presence of Omomyc. Myc elicits changes in the histone acetylation and methylation patterns by two distinct mechanisms [54], both of which can be affected by Omomyc. Specifically, Myc was shown to recruit a number of proteins with chromatin modification activity – histone acetyltransferases and methyltransferases, a H3-specific kinase, a histone deacetylase, a histone H3-K4 dimethylase [38], [59] – and to activate target genes encoding chromatin modification enzymes like the histone acetyltransferase GCN5 [54] and the Lysine-specific demethylase 5C [38]. While the upregulation of these target genes by Myc is presumably hampered by Omomyc, the direct influence of Omomyc on the multiple interactions of Myc with epigenetic modulatory proteins remains to be determined. Omomyc strongly affected proliferation and apoptosis in two cell lines – immortalized Rat fibroblasts and a human neuroblastoma – in a way that was correlated to its expression level.

Clearly, Omomyc itself is not a therapeutic agent, but serves as a tool that models the efficacy of future strategies that interfere with Myc function in tumorigenesis [60]. Our study has implications for the design of inhibitors that would target Myc for cancer therapy. The development of small-molecule inhibitors of protein-protein interactions is challenging, but significant progress is being made and bHLH-ZIP proteins are considered promising targets [13]. Most attempts to target Myc for cancer therapy focused on inhibiting the Myc/Max association and preventing Myc binding to E-boxes [12], [13], [61], [62]. While this is clearly a crucial issue, our data indicate that this is likely not to be enough and that the repressing arm of Myc should be taken into account. It may be equally important to safeguard at least some aspects of the Myc transrepressive arm while disabling the activating one. This conclusion is in agreement with evidence indicating that transrepression has an important role in apoptosis, senescence and tumorigenesis. The particular type of perturbation introduced by Omomyc in the Myc interactome may turn the transrepressive arm in a powerful tumor suppressor, promoting cancer cell death.

## Materials and Methods

### Cell culture

Rat1 fibroblasts expressing Omomer and c-Myc + Omomer, and c-Myc null Rat1 (*myc −/−*) fibroblasts expressing Omomer were described previously [10]. Rat1 (*myc −/−*) fibroblasts were obtained by J. Sedivy [63]. Rat1 and HEK 293T cells [64] were cultured in complete DMEM medium and SH-SY5Y neuroblastoma cells [65] in DMEM F12, supplemented with 10% foetal calf serum (EuroClone) and 1% penicillin/streptomycin at 37°C in 5% CO_2_. For Omomer induction, cells were treated with 4-OHT (Sigma), added to the culture medium at a final concentration of 5×10^−7^ M. For serum induction, cells were grown for 48 h in 0.1% serum (serum-starvation) and switched to media with 10% serum in the absence or presence of 4-OHT (added 4 h before switching to 10% serum). Transfections were performed using Lipofectamine 2000 (Invitrogen).

### Plasmids

Omomyc and Omomer expressing plasmids (pCS-Omomyc and pBP-Omomer) were described previously [9], [10]. c-Myc, FLAG-c-Myc and FLAG-N-Myc expressing vectors (cβS-c-Myc, cβSFLAG-c-Myc and cβSFLAG-N-Myc) were from M. Cole; the Miz-1 expressing vector (pCMV-Miz-1) was from M. Eilers and the Hif-1α vector (pCMV- Hif-1α) was obtainded from A. Levi. GST-HEB and GST-ID1 expressing plasmids were previously described [65]; the GST-MAD plasmid was from R. Eisenman and the His-Max expressing plasmid was from L. Lania. Luciferase reporters of the nucleolin and p21 promoters (pNucL14 and p21Cip1-Luc) were from B. Amati. The cβSFLAG-Omomyc expression plasmid and the Tween lentiviral vector [66] expressing FLAG-Omomer were assembled according to standard procedures by means of the following oligonucleotide primers:

cβSFLAG-Omomyc: 5′-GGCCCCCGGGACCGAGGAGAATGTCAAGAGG-3′ (forward) and 5′-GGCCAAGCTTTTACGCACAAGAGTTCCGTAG-3′ (reverse).

Tween-FLAG-Omomer 5′-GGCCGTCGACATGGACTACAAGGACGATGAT-3′ (forward) and 5′-GGCCGATATCACTAGTAGGAGCTCTCAGAT-3′ (reverse).

### Pull-down assay

Pull-down assays with GST-linked proteins (Heb, Id1, Max, MAD) were performed as previously described [65].

### Coimmunoprecipitation

pBP-Omomer, pCMV-Miz-1, cβSFLAG-c-Myc, cβSFLAG-N-Myc, pJ4Ω-Max, pCMV- Hif-1α and cβSFLAG-Omomyc plasmids were transfected into 293T cells. After 2 days, cells were collected and processed as previously described [65].

### Immunoblotting

Western blot analysis was performed as described previously [65], using the following antibodies and reagents: ER (MC20, Santa Cruz Biotechnology; 1∶1000 dilution), Miz-1 (H190, Santa Cruz Biotechnology; 1∶1000), Hif-1α (clone-54, BD Transduction Laboratories; 1∶1000), Max (c-124, Santa Cruz Biotechnology; 1∶1000 dilution), and FLAG (M2, Sigma; 1∶2500) antibodies; peroxidase conjugated rabbit anti-mouse IgG (Chemicon; 1∶10000), peroxidase conjugated protein A (Sigma; 1∶10000). Densitometric analysis of immunoblots was done by the ImageJ program.

### Immunofluorescence

Cells grown on glass chamber slides were washed in PBS, fixed for 10 min in 4% paraformaldehyde, treated for 5 min with 0.2% Triton X-100 and processed for immunofluorescence as previously described [65]. The following antibodies were used: H3acK9 (04-1003, Millipore; 1∶200 dilution), H3diMeK9 (07-212, Millipore; 1∶200), ER (MC20, Santa Cruz; 1∶200), c-Myc (N-262, Santa Cruz; 1∶200), Miz-1 (H190, Santa Cruz; 1∶200), FLAG (M2, Sigma Aldrich; 1∶1000), FITC conjugated rabbit anti-mouse IgG (Chemicon; 1∶1000) and Rhodamine conjugated goat anti-rabbit IgG (Chemicon; 1∶1000). DAPI (200 ng/ml) was used for staining of nuclei. Images were acquired by a Nikon fluorescence light microscope, through NIS-Elements 3.1 software. Fluorescence intensity was determined using ImageJ software.

### mRNA expression profiling and data analysis

Total RNA was extracted with TRIzol reagent (GIBCO-BRL) according to the manufacturer's protocol. RNA was checked for quantity, purity, and integrity by gel electrophoresis and UV spectrophotometric measurements: 10 µg of total RNA were used as starting material for preparing cDNA. Preparation of biotinylated target RNA – synthesis and cleanup of double-stranded cDNA followed by synthesis, cleanup and fragmentation of biotin-labeled cRNA – was done according to the instructions provided in the Affymetrix GeneChip Expression Analysis manual. Each biotin-labelled sample was hybridized onto a GeneChip® Rat Genome Probe Array RG-U34A from Affymetrix for 16 h at 45°C in a GeneChip Hybridization Oven - according to the manufacturer's recommendation. The expression probe arrays were washed and stained through a GeneChip Fluidics Station 400 according to the Affymetrix GeneChip Expression Analysis manual. The probe arrays were scanned using an HP Gene Array Scanner, controlled by the GeneChip software. Data were processed with the GeneChip Microarray Analysis Suite version 4.0 software (MAS 4, Affymetrix) with default analysis settings; genes were sorted according to robust analysis rules. The Rat1-control cell (time 0) sample was taken as reference for calculating relative expression values as Fold Change (www.affymetrix.com/support/technical/whitepapers.affx: Statistical Algorithms Description Document). Fold Changes were computed for Rat1-control cells at 90′ following serum stimulation as well as for the Rat1-Omomer cells at 0 and 90 minutes time points. Data were filtered by setting a Fold Change threshold of +3 for the activated genes and −3 for the repressed ones. All data are MIAME compliant and the raw data were deposited in the GEO database, with accession number GSE25039. Correspondence Analysis (CA) was also performed on the same data, via routine present in the SAS (Statistical Analysis Software) package. The results obtained through CA were compared with those of the selection through robust analysis via MAS 4 software. We observed that 89% of genes identified by the manual procedure as decreased at 90 min in the presence of Omomyc were also detected by the CA. The same comparison on genes increased by the induction of Omomyc at 90 min gave again a remarkable fit between the two methods, with about 87% genes in common.

To determine overlap among genes downregulated by Omomyc and Myc target genes, we crossed the Omomyc gene list with those of the Myc cancer gene database and genes whose promoters were reported to be occupied by Myc in ES cells [36], [37]. 623 of the genes listed in the Myc Cancer Gene database and 984 of those listed as Myc bound targets in ES cells were present in the U34A array; genes not represented in the U34A microarray were excluded from the analysis. Omomyc-associated genes were annotated using Panther software (http://www.pantherdb.org/). Genes not assigned to a biological process (biological process unclassified) were not included in the figures.

### Luciferase reporter assay

293T cells, seeded in 24-well tissue culture plates, were transfected with *nucleolin* or *p21* reporters – respectively pNucL14 and p21Cip1-Luc – driving expression of firefly luciferase, the Renilla luciferase reporter – pRL-TK from Promega – and combinations of Myc (cβSFLAG-c-Myc) and Omomyc (pCS-Omomyc) expressing plasmids. Cells were lysed 48 h later and luciferase activities were measured by the Dual Luciferase reporter assay (Promega).

### Quantitative Chromatin Immunoprecipitation

293T cells, transfected with pNucL14 or p21Cip1-Luc, together with different combinations of cβSFLAG-c-Myc, cβSFLAG-Omomyc, pCS c-Myc and pCS Omomyc DNA, were processed as described in [3]. The FLAG M2 antibody (Sigma) was used for immunoprecipitation. Real-time PCR was performed with 6 µL of DNA per reaction in iTAQ™ SYBR Green Supermix (BioRad). Accumulation of fluorescent products was monitored using a GeneAmp 9700 Sequence Detector (ABI). Each PCR reaction generated only the expected specific amplicon, as shown by the melting-temperature profiles of final products. No PCR products were observed in the absence of template. The indicated regions of *nucleolin* promoter and *luciferase* coding sequence – used as control – were amplified by qPCR. Background subtraction was calculated from the amount of reporter construct immunoprecipitated by anti-FLAG antibody in absence of FLAG-c-Myc and from the no-antibody samples.

Primer sequences. *Nucleolin*: (forward) 5′-CCCTTTCCGGGGTACTACAG-3′, (reverse) 5′-GGAAGAGAGGGCCAACCTTA-3′; *p21*: (forward) 5′-ACCGGCTGGCCTGCTGGAACT-3′, (reverse) 5′-TCTGCCGCCGCTCTCTCA CCT-3′; firefly *luciferase* coding sequence: (forward) 5′-GGAAAGACGATGACGGAAAA-3′, (reverse) 5′-CGGTACTTCGTCCACAAACA-3′

### Gene expression analysis by Real-Time PCR

Real Time PCR for gene expression analysis was performed on cDNA retro-transcribed (kit from BIO-RAD) from total RNA isolated by TRIzol reagent. PCR reactions were performed by iTaq SYBR Green Supermix With ROX kit (BIO-RAD). Accumulation of fluorescent products was monitored using a GeneAmp 9700 Sequence Detector (ABI). At least two independent amplifications were performed for each probe, with triplicate samples. Cycle threshold values were determined by automated analysis. Each PCR reaction generated only the expected specific amplicon, as shown by the melting-temperature profiles of final products. No PCR products were observed in the absence of template.

*Gadd45a*: (forward) 5′-CAGAGCAGAAGATCGAAAGGA-3′, (reverse) 5′-GACTCCGAGCCTTGCTGA-3′; *Akt1* (forward) 5′-AACGACGTAGCCATTGTGAA-3′, (reverse) 5′-CCATCATTCTTGAGGAGGAAGT-3′; *Ccnd1* (forward) 5′-GCACAACGCACTTTCTTTCC-3′, (reverse) 5′-TCCAGAAGGGCTTCAATCTG-3′; *Erbb2* (forward) 5′-AGCTCAGAGACCTGCTTTGG-3′, (reverse) 5′-AGGAGGACGAGTCCTTGTAGTG-3′; *Eif3s9* (forward) 5′-ACTGGCCGCTATGTGGTTAC-3′, (reverse) 5′-CAGCCAATAAGCATTGTCCA-3′; *Mxi1* (forward) 5′-CGGATGATCAACGTGCAG-3′, (reverse) 5′-GCGTAGCCATGTTCACACTC-3′; *Pgk1* (forward) 5′-CCAGATAACGAATAACCAAAGGA-3′, (reverse) 5′-GACTTGGCTCCATTGTCCA-3′

### *In vitro* growth curves

To determine growth curves, 1.5×10^4^ cells were plated in triplicate in 12-well plates. From the next day, cells were trypsinized and counted daily with a haemocytometer for four days. Cell death was assessed by trypan blue staining.

## Supporting Information

Table S1 List of genes organized into two pages (UP Omomer and DOWN Omomer) according to whether they are activated or repressed by Omomyc upon 90 min of serum stimulation of Rat1 cells. Genes were selected according to the criteria described in Results. Gene ID, gene symbol and name are shown, together with the probe set ID of the Affymetrix U34A array. The last two columns denote, respectively, whether genes are listed as upregulated (UP) or downregulated (DOWN) by Myc in the Myc target gene database and whether their promoters are listed as Myc bound promoters in either one of two studies performed in embryonic stem cells [36], [37].
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

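The deposited data are 4 Affymetrix RG-U34A arrays, each hybridized with RNA of Rat1 fibroblasts from 1 of 4 conditions: Rat1-control and Rat1-Omomer cells at 0 min and at 90 min of 10% serum after 48 h in 0.1% serum. Every value is an intensity, the average difference that the authors computed with MAS 4 at its default settings and deposited on a linear scale, with negative values kept and the arrays scaled to nearly the same mean. The trimmed means, leaving out 2% of the probe sets at each end, lay between 2503 and 2505, the 99th percentiles were 45776 for Rat1-control and 43961 for Rat1-Omomer at 0 min, and 54800.4 for Rat1-control and 72057 for Rat1-Omomer at 90 min. Samples were assigned to conditions by their titles, since a label field of 2 samples contradicts the title, source and description of the same samples. The labels place 4-OHT in the medium for the whole starvation, and the methods from 4 h before serum, so that the length of the treatment is not settled.

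Of the 8799 probe sets, the 59 control probe sets of the manufacturer (AFFX) were left out of counts and lists. Of the remaining 8740, 7006 had 1 gene symbol in the annotation table of the platform, 308 had several and 1426 had none, and 4736 genes were named in all. The SD of the noise was estimated as 1.4826 times the median absolute value of all negative values, which gave 524, and the floor was 2 times this SD, or 1048. Values under the floor were set to it before ratios were taken. Probe sets under the floor on both arrays have no fold, and where 1 value was under the floor the fold is a bound. The threshold was the 3-fold of the paper, and the reference was Rat1-control cells at 0 min, as in the paper. The fold was the ratio of floored values, not the MAS 4 Fold Change with robust analysis rules that the paper used. Direct comparisons of Rat1-Omomer with Rat1-control cells at 90 min, and of Rat1-Omomer cells at 90 min with the same cells at 0 min, were added. With 1 array per condition no test between conditions, no SD between cultures and no paired analysis could be had, and the number of arrays limits the precision of every fold.

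Gene names in the text were chosen by a rule fixed before the data were examined: every gene named in the paper's results or Figure 4B, the 8 highest and 8 lowest folds of each comparison at 90 min and the 3 highest and 3 lowest at 0 min among probe sets with 1 symbol, above the floor on both arrays and with a mean of at least 3 times the floor, and the 2 highest and 2 lowest members of each gene list. A gene is given by its brightest probe set over the 4 arrays, and in places by others where these differ. Other probe sets that differ are not given for every gene and every comparison. The genes of Table S1 were seen with their direction before the rule was written. Btg2 was named after its values were seen, and some probe sets that differ from the brightest one were added in the same way.

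The 22 gene lists were also fixed beforehand. The median log2 fold of a list was set against those of 10000 random lists of the same size and signal level, and is given with its percentile; members of a list are not independent, so that the percentile is not a p. Table S1 was matched by probe set, and its marks for the Myc target gene database and for Myc-bound promoters were used as printed there. For shares of its lists, exact 95% binomial confidence intervals were computed, which cover counting only. The grouping of probe sets into the 5 EST series was made after the data were examined. The enrichment of functional categories, the Real Time PCR and the chromatin experiments of the paper were not analysed here.

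The calls were tested on simulated data, in which 2 arrays were made with the estimated noise, a proportional error and known folds. Of 50 bright probe sets each, 46 were called at 4-fold lower, 42 at 4-fold higher, 48 at 6-fold lower and all 50 at 6-fold higher. Of 8540 unchanged probe sets, 4 were called. These numbers may not hold for the Rat1-Omomer 90 min array, whose noise alone gave a floor of 1228. Its folds also had an SD within a gene of 0.72, against 0.29 for Rat1-control cells at 90 min. Alternatives tried were a floor of 524 and of 2096, median scaling, quantile normalization, probe sets above the floor on both arrays only, the difference form of the MAS 4 fold, 1 probe set per gene, and, added later, leaving out the 5 EST series or all probe sets whose IDs start with rc_. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

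The test of a weaker serum response of immediate early and serum response genes was set up in 4 forms, all after their values were seen. A scaled median, medians over 0 min and the median between the cell lines at 90 min were dropped, because the list goes both ways in Rat1-control cells and these forms could not have come out for a weaker response. The counts over 0 min were kept, and did not decide.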

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

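All tests of explanations in this part were chosen after the results were seen, whereas the gene lists were fixed beforehand.

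Low values on the Rat1-Omomer 90 min array gathered in the 5 EST series, which the paper does not treat apart: of their probe sets above 3 times the floor in Rat1-control cells at 0 min, 59.0% were at least 3-fold lower, against 9.44% of all other probe sets, and against 4.03% and 3.52% in Rat1-control cells at 90 min. Degraded RNA is argued against by the 3' to 5' signal ratios of beta-actin and Gapdh, the higher of which was 0.867 times the median of the other arrays. Lower transcript levels as the source of the low values in these series are argued against by the same genes' other probe sets, whose median log2 fold was -0.041 (SD 0.58 across 19 genes) where that in the series was -2.54. A loss of signal in these series as the only source of the larger number of lower probe sets is argued against as well, since 142 probe sets outside them were at least 3-fold lower and 110 higher, with 53 and 65 in Rat1-control cells at 90 min, although against the 0 min array of the same cells lower and higher ones were nearly even (120 and 115). What lowered the values of the series was not found, and whether the lower values outside them, Hmga1 and Smarcb1 among them, are technical or biological stays open with 1 array per condition, and outside the series too the folds of 2 probe sets of 1 gene lay further apart on this array (SD 0.61 across 255 genes) than for Rat1-control cells at 90 min and Rat1-Omomer cells at 0 min (0.28 for both), while their correlation, 0.53, was close to the 0.55 of Rat1-Omomer cells at 0 min and under the 0.81 of Rat1-control cells at 90 min.

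Genes of the actin cytoskeleton, a group the paper does not discuss, had a median log2 ratio of -0.40 between Rat1-Omomer and Rat1-control cells at 90 min outside the 5 EST series, while immediate early and serum response genes had higher values. A wider signal range of the Rat1-Omomer 90 min array is argued against by the place of the actin median at the 0.03 percentile of random lists of the same signal level. A weaker response to serum may account for part of the pattern: over their own 0 min array, quiescence and growth arrest genes had a median at the 30.8 percentile of random lists in Rat1-Omomer cells and below all of them in Rat1-control cells, actin cytoskeleton genes had medians of 0.77 and 1.54, and the slope of Rat1-Omomer on Rat1-control folds was 0.50, although choosing its probe sets by their Rat1-control folds also lowers it. For immediate early and serum response genes a weaker response stays open. In Rat1-Omomer cells at 90 min 17 probe sets were at least 3-fold higher than in Rat1-control cells at 0 min, against 16 in Rat1-control cells at 90 min. Over their own, lower, 0 min values, 25 were. Their medians were 0.48 over Rat1-control cells at 0 min and 1.02 over their own 0 min array, against -0.005 in Rat1-control cells at 90 min. Between the cell lines at 90 min the median was 0.54. These medians, though higher, decide nothing, since the list went both ways in Rat1-control cells. An earlier stage of the response in Rat1-Omomer cells may also give such a pattern, since 12 probe sets of immediate early and serum response genes were at least 3-fold higher than in Rat1-control cells, and it cannot be told apart from an effect of Omomyc with 1 time point after serum addition.

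At 0 min, 8 probe sets of immediate early and serum response genes, which the paper does not discuss at this time, were at least 3-fold lower in Rat1-Omomer than in Rat1-control cells. These 8 measure only Fos, Ccl2, Dusp1 and Jun. An overall lower signal of the Rat1-Omomer 0 min array as the only source is argued against by the median log2 ratio of the list, -0.54. It lay below those of all random lists of the same signal level, while the median of all 2600 probe sets above the floor was 0.006. The hybridization controls stood at 0.72 times those of the Rat1-control 0 min array, after both arrays had been scaled to nearly the same mean. Handling of the Rat1-control culture before harvest, which could raise these genes, cannot be told apart from an effect of Omomyc on these 8 probe sets, since there was 1 culture per condition.

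Btg2, an antiproliferative gene, went in opposite directions in both cell lines from 0 to 90 min by the same probe set: the log2 fold was 2.10 in Rat1-Omomer cells and -1.65 in Rat1-control cells, a difference that was not tested; at 0 min it was 2.98-fold lower in Rat1-Omomer than in Rat1-control cells, and at 90 min its log2 fold in Rat1-Omomer cells over Rat1-control cells at 0 min was 0.53.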

How the results depend on the processing

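The alternatives that leave out the 5 EST series or all probe sets with IDs starting rc_ were chosen after the data were examined, and the others before. Under median scaling and quantile normalization, every count of probe sets and every share of Table S1 lists stayed within the limits set for it (1.5 times the count, or the confidence interval). In all settings more probe sets were lower than higher in Rat1-Omomer cells at 90 min against Rat1-control cells at 0 min, with a share of lower ones between 54.3% without IDs starting rc_ and 81.5% with the difference form of the fold.

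With a floor of 524, 156 probe sets were at least 3-fold lower in Rat1-control cells at 90 min, 192 higher and 691 lower in Rat1-Omomer cells at 90 min, 25 higher and 55 lower in Rat1-Omomer cells at 0 min, 164 higher and 560 lower in Rat1-Omomer against Rat1-control cells at 90 min, and 203 higher and 676 lower in Rat1-Omomer cells at 90 against 0 min. In the same order, a floor of 2096 gave 49 higher and 32 lower, 74 and 203, 4 and 12, 47 and 183, and 76 and 192. Probe sets above the floor on both arrays gave 48 higher and 42 lower in Rat1-control cells at 90 min, 209 lower in Rat1-Omomer cells at 90 min, 4 higher in Rat1-Omomer cells at 0 min, 59 higher and 187 lower between the cell lines at 90 min, and 80 higher and 190 lower in Rat1-Omomer cells at 90 against 0 min. With fewer probe sets called at a higher floor by construction, signal over background limits these counts.

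The difference form of the fold gave 119 lower in Rat1-control cells at 90 min, 634 lower in Rat1-Omomer cells at 90 min, 24 higher and 60 lower in Rat1-Omomer cells at 0 min, and 137 higher between the cell lines at 90 min. With 1 probe set per gene, 47 were higher and 42 lower in Rat1-control cells at 90 min, 71 higher in Rat1-Omomer cells at 90 min, 9 lower in Rat1-Omomer cells at 0 min, 44 higher between the cell lines and 73 higher in Rat1-Omomer cells at 90 against 0 min. Without the 5 EST series, 142 were lower in Rat1-Omomer cells at 90 min, 104 between the cell lines and 120, with 115 higher, against 0 min of the same cells. Without IDs starting rc_, 40 were lower in Rat1-control cells at 90 min, 94 lower in Rat1-Omomer cells at 90 min, 6 higher in Rat1-Omomer cells at 0 min, 54 higher and 64 lower between the cell lines, and 88 higher and 68 lower in Rat1-Omomer cells at 90 against 0 min, so that the excess of lower probe sets in this comparison (122 higher and 406 lower with all probe sets) turned round. The last 3 settings hold fewer probe sets.

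The shares of Table S1 lists that met 3-fold with a floor of 524 were 53.2% (higher) and 60.4% (lower) for Rat1-control, and 63.4% (higher) and 79.5% (lower) for Rat1-Omomer cells; with a floor of 2096 they were 30.6%, 18.8%, 35.9% and 28.3%. With the difference form, 64.0% of the genes lower in Rat1-Omomer cells met 3-fold. Of the 87 medians of gene lists, 12 moved with a floor of 524, 16 with a floor of 2096, 4 with median scaling, 21 with quantile normalization, 13 where only values above the floor were taken, 11 without the 5 EST series and 22 without IDs starting rc_ by more than the SD of random list medians. The median of aminoacyl-tRNA synthetases between the cell lines at 90 min turned to 0.45 where only values above the floor were taken, without the 5 EST series and without IDs starting rc_. Each of these settings left 1 probe set, that of Vars1. The median of genes known as Myc repressed in Rat1-Omomer cells at 90 min turned to 0.18, 0.12 and 0.18 in these settings. Leaving out the 5 EST series took this list from 22 to 19 probe sets and from 8 to 5 at least 3-fold lower. It dropped the series probe sets of Akt1 (-3.35), Mxi1 (-2.28, a bound) and Col1a2 (-1.89). For the other settings the cause was not tested. Of 488 folds of named genes, 46 moved with a floor of 524, 112 with a floor of 2096, 6 with quantile normalization and 0 with median scaling. Each alternative planned beforehand was run on the results it was planned for; the difference form and 1 probe set per gene were not run on list medians or named genes, nor was the restriction to values above the floor on named genes. No paired analysis was possible because there was 1 array per condition.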

Differences from the paper's values

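Tests of explanations were not made in this part, and all its comparisons were made after the values were seen. The number of probe sets at least 3-fold higher in Rat1-Omomer cells at 0 min was 10, where the paper's value is about 18 in Fig. 3, read by eye. Of the alternatives set before the data were examined, a floor of 524 (25), quantile normalization (12) and the difference form of the MAS 4 fold (24) gave counts within 1.5 times the paper's, and a floor of 2096 (4), median scaling (10), probe sets above the floor on both arrays (4) and 1 probe set per gene (7) did not.

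The paper names 12 genes as known to be upregulated by Myc and lower with Omomyc. Of these, 9 were lower at 90 min in Rat1-Omomer than in Rat1-control cells at 0 min by their brightest probe sets: Eif3s9, the gene of ribosomal protein S4, Idh2, Ldhb, Anapc5, Ruvbl1, Hmgb1, Ccnb1 and Ccnd1. Among them, Eif3s9, the gene of ribosomal protein S4, Idh2 and Anapc5 were measured only by the 5 EST series. Their low values therefore carry the doubt given above for these series. The fold of Ldhb is uncertain, since its value, 1139, lies under 1228. Eef1a1 was higher by both of its probe sets, at log2 folds of 0.91 and 1.80, and the latter probe set stands in both the list of higher and the list of lower genes of Table S1, as do probe sets of Cyc1, Flnc and Dnajb1, all of them higher here (1.74, 1.72 and 1.81). Ccnb1 had a log2 fold of 0.11 by the probe set of Table S1. This fold is uncertain, since its value, 1150, lies under the floor of 1228 from the noise of the Rat1-Omomer 90 min array alone. By its brighter probe set Ccnb1 was lower, at -1.35, a bound at the floor of 1048. Pgk1 and Rpl3 had 0.57 and 0.84 by their brightest probe sets and were lower, at -3.61 and -2.10, by those of Table S1. Ccnd1 was lower by its brightest probe set, at -1.72, and by that of Table S1, at -1.62, which is also a bound. By 2 others Ccnd1 had 0.27 and 0.54.

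Among the genes that the paper gives as known to be repressed by Myc and lower with Omomyc, Erbb2, Jun, Mxi1 and Akt1 were lower than in Rat1-control cells at 0 min by every probe set above the floor at that time. Against Rat1-control cells at 90 min, Jun was 1.57-fold higher by its brightest probe set and 1.19-fold lower by that of Table S1. Gadd45a was between 3.96-fold and 5.12-fold higher in this comparison. By Real Time PCR with and without 4-OHT, which the arrays do not repeat, the paper gives Gadd45a among targets unaffected or more repressed with Omomyc. Fgfr1 had 0.75 by its brightest probe set and -2.17, a bound at the floor of 1048, by that of Table S1. Table S1 marks Ccnd1 as downregulated and Mxi1 as upregulated by Myc in the target gene database, while the text of the paper gives Ccnd1 among genes upregulated and Mxi1 among genes downregulated by Myc.

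The paper calls the expression profiles of both cell lines at 0 min virtually the same; the log2 values correlated at 0.964 across probe sets, and Fos, Ccl2 and Dusp1 had log2 ratios of -1.60, -2.18 and -1.09.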

Other observations

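The gene lists used here were fixed beforehand, and which lists are described, as well as all values on the 5 EST series and the slope, were chosen after the values were seen. Chromatin proteins, lower in Rat1-Omomer cells at 90 min against Rat1-control cells at 0 min, had a median log2 ratio of -0.35 against Rat1-control cells at 90 min, at the 5.74 percentile of random lists, with 5 of 18 probe sets at least 3-fold lower and 1 higher; outside the 5 EST series the median was -0.64, at the 0.08 percentile, with 5 of 15 lower and none higher. The variant histone gene H2az1 was 3.50-fold lower in Rat1-Omomer cells at 90 min than in Rat1-control cells at 0 min, and Nap1l1, a histone chaperone, was 1.99-fold higher. Sterol synthesis genes went both ways: squalene epoxidase (Sqle) was 4.68-fold and isopentenyl diphosphate isomerase (Idi1) 3.55-fold lower, while Msmo1, a methylsterol oxidase, was 3.35-fold and Insig1, a regulator of the pathway, 2.27-fold higher. Of 24 probe sets of the group 4 were at least 3-fold lower and 2 at least 3-fold higher, with a median of 0.10, at the 48.3 percentile. Of 31 probe sets of cell cycle genes, 3 were at least 3-fold higher and 3 at least 3-fold lower in Rat1-Omomer than in Rat1-control cells at 90 min. Top2a and Cdk1 were 6.10-fold and 3.38-fold higher, the former against a value under the floor and so at least by this fold. The bound holds at the floor of 1048 and would be smaller at the floor of 1090 from the noise of the Rat1-control 90 min array alone. Mcm5, a subunit of the replicative helicase, was 3.62-fold higher by a probe set of the 5 EST series. Its fold is uncertain, since its Rat1-control value, 1069, lies under the floor of 1090 from the noise of that array alone. Anapc5, also in the 5 EST series, was 8.42-fold and Ccnd1 4.18-fold lower.

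Chaperone genes had a median log2 fold of 0.47 in Rat1-control cells at 90 min, above those of all random lists, and 3 of 46 probe sets were at least 3-fold higher. Hspa5, the chaperone of the endoplasmic reticulum, was 3.27-fold higher in Rat1-control and 3.07-fold higher in Rat1-Omomer cells at 90 min. At 0 min the medians of chaperones, proteasome genes, citrate cycle and respiratory chain genes and genes known as Myc activated in Rat1-Omomer against Rat1-control cells were 0.26, 0.23, 0.16 and 0.26, each above those of all random lists, with 1 probe set of the 4 lists at least 3-fold higher. Extracellular matrix genes had a median of 0.24 in Rat1-control cells at 90 min, with 3 of 39 probe sets at least 3-fold higher, and of 0.24 in Rat1-Omomer cells at 90 min, with 1 of 39 at least 3-fold higher and 2 at least 3-fold lower. Between the cell lines at 90 min their median was -0.05, at the 0.995 percentile of random lists, with 3 of 41 lower and 1 higher, and at the 0.09 percentile outside the 5 EST series. The fibril collagen gene Col1a1 was 2.39-fold higher in Rat1-Omomer cells at 90 min than in Rat1-control cells at 0 min. Of 4 probe sets of aminoacyl-tRNA synthetases, 2 were at least 3-fold lower in Rat1-Omomer than in Rat1-control cells at 90 min, Tars1 and Kars1, both in the 5 EST series, and the median was -1.51. In the Myc network, Myc was 6.17-fold higher in Rat1-Omomer cells at 90 min and 1.97-fold higher at 0 min than in Rat1-control cells at 0 min; 1 of 3 probe sets of this list was at least 3-fold higher at 90 min and 1, that of Mxi1, lower, while probe sets of Max and Mycn were under the floor on all arrays. Reference genes had a median of 0.48 with 1 of 9 probe sets at least 3-fold lower. Of the lists of skeletal muscle, liver, neural and blood cell markers, 3, 9, 6 and 4 probe sets were above the floor in Rat1-Omomer or Rat1-control cells in this comparison, and none was at least 3-fold higher or lower.

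The folds of both cell lines over their own 0 min array went together across genes: for 63 probe sets outside the 5 EST series that were at least 3-fold higher or lower in Rat1-control cells, 50 had the same direction in Rat1-Omomer cells, with a slope of 0.50 (0.35 to 0.65 over 1000 resamplings of probe sets, which are not independent replicates). The probe sets of the 5 EST series differed among themselves: of those above 3 times the floor in Rat1-control cells at 0 min, the share at least 3-fold lower on the Rat1-Omomer 90 min array was 85.2% for IDs starting rc_AA80, 84.8% for rc_AA79, 57.0% for rc_AA89, 35.4% for rc_AA87 and 30.0% for rc_AA85, and 11.8% for other rc_ probe sets.

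Of the other genes that the naming rule gave, Ncl, encoding nucleolin, had log2 folds over Rat1-control cells at 0 min of 0.60 in Rat1-control and -0.26 in Rat1-Omomer cells at 90 min by its brightest probe set, and was at least 1.89-fold lower in the latter by another. Id1 was 3.56-fold and 1.65-fold higher by its brightest probe set, while another was 1.59-fold and 1.96-fold lower. Hif1a was 1.28-fold and 1.09-fold higher, and Tcf12 1.02-fold higher and 1.12-fold lower. Cad, Cdkn1a and Cdkn2b were under the floor on every array. In the 5 EST series, Hnrnpa2b1 was 5.04-fold, Ssr3 12.0-fold, Hnrnpc 11.6-fold and Eif3d 11.6-fold lower in Rat1-Omomer than in Rat1-control cells at 90 min, whereas Ssr3 by a probe set outside them was 1.23-fold higher. Loxl1 was 4.97-fold lower by 1 probe set of these series and 1.65-fold higher by another.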
